# DNMT3L Is a Regulator of X Chromosome Compaction and Post-Meiotic Gene Transcription

**DOI:** 10.1371/journal.pone.0018276

**Published:** 2011-03-31

**Authors:** Natasha M. Zamudio, Hamish S. Scott, Katja Wolski, Chi-Yi Lo, Charity Law, Dillon Leong, Sarah A. Kinkel, Suyinn Chong, Damien Jolley, Gordon K. Smyth, David de Kretser, Emma Whitelaw, Moira K. O'Bryan

## Abstract

Previous studies on the epigenetic regulator DNA methyltransferase 3-Like (DNMT3L), have demonstrated it is an essential regulator of paternal imprinting and early male meiosis. *Dnmt3L* is also a paternal effect gene, i.e., wild type offspring of heterozygous mutant sires display abnormal phenotypes suggesting the inheritance of aberrant epigenetic marks on the paternal chromosomes. In order to reveal the mechanisms underlying these paternal effects, we have assessed X chromosome meiotic compaction, XY chromosome aneuploidy rates and global transcription in meiotic and haploid germ cells from male mice heterozygous for *Dnmt3L*. XY bodies from *Dnmt3L* heterozygous males were significantly longer than those from wild types, and were associated with a three-fold increase in XY bearing sperm. Loss of a *Dnmt3L* allele resulted in deregulated expression of a large number of both X-linked and autosomal genes within meiotic cells, but more prominently in haploid germ cells. Data demonstrate that similar to embryonic stem cells, DNMT3L is involved in an auto-regulatory loop in germ cells wherein the loss of a *Dnmt3L* allele resulted in increased transcription from the remaining wild type allele. In contrast, however, within round spermatids, this auto-regulatory loop incorporated the alternative non-coding alternative transcripts. Consistent with the mRNA data, we have localized DNMT3L within spermatids and sperm and shown that the loss of a *Dnmt3L* allele results in a decreased DNMT3L content within sperm. These data demonstrate previously unrecognised roles for DNMT3L in late meiosis and in the transcriptional regulation of meiotic and post-meiotic germ cells. These data provide a potential mechanism for some cases of human Klinefelter's and Turner's syndromes.

## Introduction

Infertility affects 1 in 20 men in the Western world. Increasingly data is showing that in addition to genetic changes, aberrant epigenetic regulation during spermatogenesis can lead to human infertility [1]–[3]. Previous studies on the epigenetic regulator DNMT3L, have shown that deletion of *Dnmt3L* in mice resulted in hypomethylation of paternally imprinted regions and transposable elements in gonocytes, as well as developmental arrest and death of early meiotic cells [4]–[6]. Consequently *Dnmt3L* knockout males were sterile.

*Dnmt3L* mRNA and protein were originally reported only in the primordial germ cells, where DNMT3L is needed to establish epigenetic marks required in early primary spermatocytes [4], [7]. Subsequently, it was shown that *Dnmt3L* mRNA was present in spermatocytes and spermatids [5], [8]. Furthermore, it was shown that a second promoter in intron 9 initiates three alternative transcripts (Forms 1, 2 and 3) in late pachytene spermatocytes and round spermatids [9]. While the function of the alternative isoforms is unknown, they are thought to be non-coding and to suppress translation of the full length *Dnmt3L* isoform [9]. The localization of DNMT3L protein within the adult testis or sperm has not been reported.

*Dnmt3L* was recently reported as the first example of a mammalian paternal effect gene [10]. Animals with mutations in such genes are of particular interest as they exhibit a male heterozygous phenotype, that can affect the phenotype of their wild type progeny. Specifically, when *Dnmt3L* heterozygous males were mated to wild type females, there was an increased incidence of XO monosomy in wild type E10.5 embryos and adults compared to wild type matings [10]. These data suggested that the *Dnmt3L* heterozygous males may have a meiotic defect related to X and Y chromosome segregation and encouraged us to study the effects of the loss of a *Dnmt3L* allele in germ cells in more detail.

We hypothesised that decreased availability of DNMT3L in *Dnmt3L* heterozygous males may lead to the inappropriate epigenetic marking of the DNA, and a partial failure of sex chromosomes to convert from an euchromatic state to a highly condensed heterochromatic state leading to a meiotic instability. We hypothesised that if true, abnormal XY compaction would be reflected by aberrant patterns of gene expression in meiotic and haploid germ cells. To investigate these hypotheses we measured the lengths of the XY bodies in meiotic cells from heterozygous and wild type males, we defined the incidence of XY sperm aneuploidies, and monitored transcriptional activity in spermatocytes and round spermatids.

*Dnmt3L* heterozygous males had XY bodies which were significantly longer than those from their wild type brothers, and exhibited a significantly increased incidence of XY non-disjunction. We demonstrated that a loss of a *Dnmt3L* allele was associated with disregulation of a number of X-linked and autosomal genes in spermatocytes and spermatids. Consistent with these observations, we localized DNMT3L protein within spermatids and mature sperm. Furthermore, our data strongly suggested a complex *Dnmt3L* self-regulatory mechanism in germ cells similar to that previously reported in embryos and ES cells [11], but additionally involving the alternative transcripts.

## Results

### *Dnmt3L* heterozygous males displayed XY body abnormalities

During male meiosis, the X and Y chromosomes form an XY body and become transcriptionally silent in a process known as meiotic sex chromosome inactivation (MSCI) [12], [13]. Unlike the autosomes, in males sex chromosomes are heterologous and only synapse at their pseudoautosomal regions. To test the hypothesis that DNMT3L has a role in X chromosome meiotic condensation, we measured the lengths of the XY bodies in *Dnmt3L* ^(−/+)^ and *Dnmt3L* ^(+/+)^ males. The X and Y chromosomes typically join at their pseudoautosomal regions to form a highly condensed and inactive XY body during the pachytene stage of meiosis (Fig. 1A). Many studies have conducted meiotic spreads in order to look for the localization of proteins on the XY body during pachytene [14], [15], however, to our knowledge there have not been any studies on the physical conformation of the XY body. As such this study necessitated defining the normal spectrum of XY lengths within pachytene spermatocytes from wild type mice.

**Figure 1:**
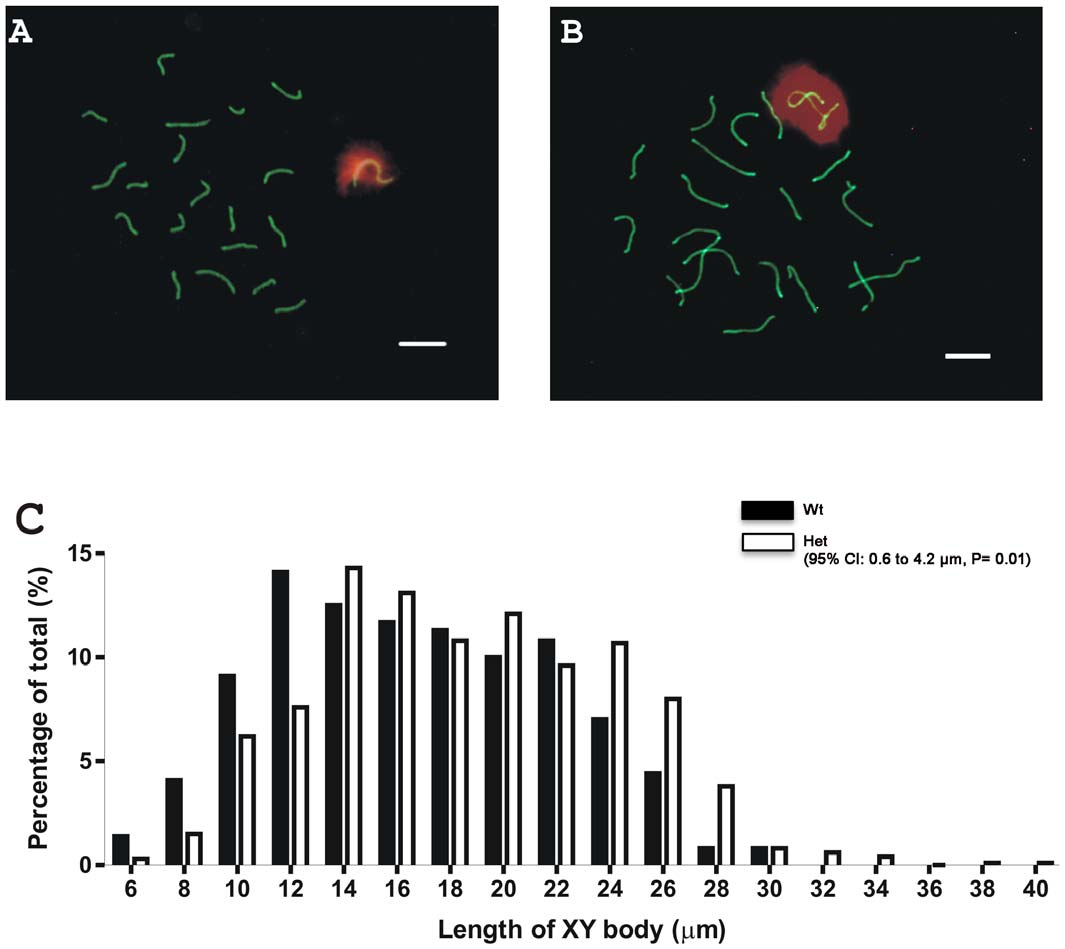
*Dnmt3L* haploinsufficiency resulted in XY body abnormalities. (**A**) A typical pachytene spermatocyte from a *Dnmt3L* wildtype male. (**B**) A pachytene spermatocyte from a *Dnmt3L* heterozygous male. The XY body appeared to be twisted and longer when compared to the XY body from wildtype males. Green  =  SCP3, red  =  γH2AX. Scale bars  = 10 µm. (**C**) Lengths of XY bodies from *Dnmt3L* heterozygous (white bars, n = 712 cells, n = 8 mice) and wildtype males (black bars, n = 650 cells, n = 6 mice).

To assess XY body length in a quantitative and unbiased manner we measured the lengths of XY bodies in meiotic spreads from wild type and *Dnmt3L* heterozygous males. All measurements were conducted without knowledge of genotype. For each group (C57Bl/6 wild type, *Dnmt3L* ^(+/+)^ and *Dnmt3L^(^* ^−/+)^) the percentage of XY bodies of a particular length was determined (Fig. 1C). Phosphorylated Histone 2AX (γH2AX) was used as an XY body marker. Synaptonemal complex protein 3 (SCP3) was used to label chromosome pairs. In order to assess the possibility that *Dnmt3L* wild type males may also have a meiotic defect we included a C57Bl/6 control mouse group in addition to wild type males from the *Dnmt3L* colony.

Consistent with previously published data showing that the degree of XY body compaction increases throughout pachytene [16], meiotic spreads from wild type males displayed a range of lengths spanning 6 to 30 µm (Fig. 1C). Compared to meiotic spreads from wild type animals, the XY bodies from heterozygous males appeared abnormal and longer more often than those from wild type males (Fig. 1A and B). A random-effects general linear model found that the mean length for the *Dnmt3L* heterozygotes XY bodies was 2.4 µm longer than the mean length for the *Dnmt3L* wild type XY bodies (95% CI: 0.6 to 4.2 µm, P = 0.01). It is evident that the *Dnmt3L* wild type males had a larger percentage of XY bodies with shorter lengths when compared to the *Dnmt3L* heterozygotes, (Fig. 1C). No significant difference was observed between the lengths and distribution of the *Dnmt3L* wild type and the C57Bl/6 wild type XY bodies (95% CI: −2.6 to +1.1, P = 0.42) (data not shown). These data suggest that the loss of a *Dnmt3L* allele resulted in a partial failure of XY body chromatin compaction during meiosis. Interestingly, we observed no abnormalities in autosome pairing in germ cells from *Dnmt3L* heterozygous males (data not shown).

### *Dnmt3L* heterozygous males had an increased risk of producing XY sperm

To address the hypothesis that a partial failure of XY body compaction would lead to an increase in XY bearing sperm in *Dnmt3L* heterozygous males, we used chromosome paints to label decondensed sperm for X and Y chromosomes (Fig. 2). The visual assessments and counting were all conducted without knowledge of genotype. Sperm with no labelling were not included in the analysis in order to avoid the possibility of false negative sperm as a consequence of incomplete sperm head decondensation. The number of sperm lacking a sex chromosome should however, equal the number carrying both an X and a Y chromosome.

**Figure 2:**
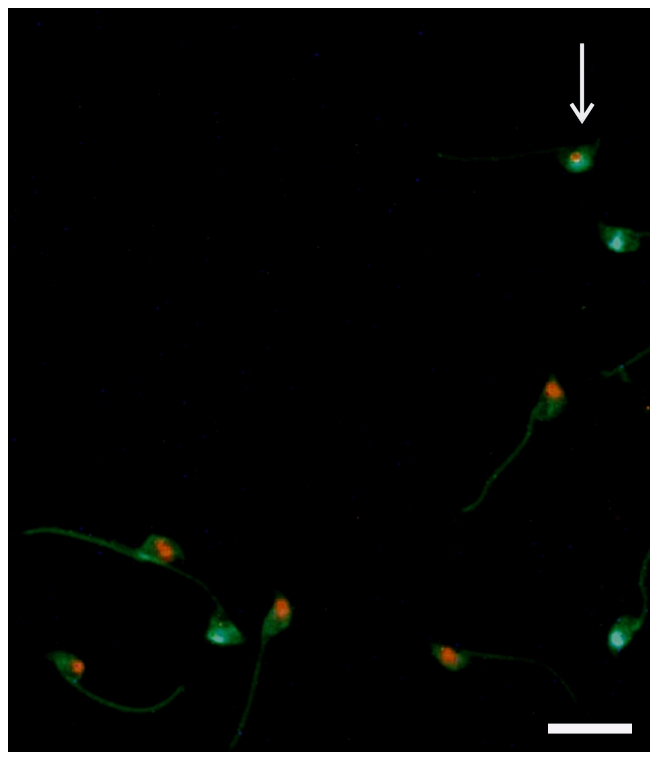
*Dnmt3L* haploinsufficiency resulted in an increased risk of XY sperm. FISH on sperm from a *Dnmt3L* heterozygous male with X and Y chromosome probes. Green (FITC)  =  X chromosome, Red (CY3)  =  Y chromosome. Arrow indicates an XY spermatozoon. Scale bar  =  10 µm.

From a total of 2,063 sperm (from 9 mice) we found 7 sperm with a XY chromosome content in wild type males, compared to 22 sperm (from 8 mice) from a total of 2,155 sperm in *Dnmt3L* heterozygous males (Supporting Information File S1). The total number of X and/or Y bearing sperm from wild type and *Dnmt3L* heterozygous males (analysed separately) was the same, suggesting that the FISH probes worked equally well and that the loss of a *Dnmt3L* allele did not result in a sex chromosome bias at the level of the sperm (data not shown). A negative binomial regression analysis showed the heterozygous males had three times the risk of sperm having a XY content, compared to sperm from wild type males (P = 0.024). As *Dnmt3L* wild type and heterozygous males had equivalent rates of daily sperm production (Supporting Information File S1), this meant that *Dnmt3L* heterozygous males produced three times more XY bearing sperm. In humans XY sperm leads to the most common chromosome aneuploidy, Klinefelter's syndrome which occurs with a frequency of greater than 1 in 1000 male live births [17], [18].

An analysis using a probe against chromosome 16 (the equivalent to human chromosome 21), did not show a difference in the frequency of aneuploid sperm from *Dnmt3L* heterozygous males compared to wild type males (data not shown). This result fits in with our observation of no observable increase in autosomal pairing defects during meiosis.

### A number of genes were differentially expressed in *Dnmt3L* heterozygous males

As an extension of the incomplete XY chromatin condensation, we hypothesised that *Dnmt3L* heterozygosity would lead to the inappropriate transcription of genes in meiotic and post-meiotic germ cells. To test this, we conducted microarray analyses on mRNA from purified primary spermatocyte and spermatid populations from wild type and heterozygous males. 

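Spermatocytes and round spermatids were isolated by centrifugal elutriation, which separates testis cells by size, and each preparation came from 10 mice. The sample labels give 3 wild type and 2 *Dnmt3L* heterozygous spermatocyte preparations and 3 spermatid preparations of each genotype, whereas the paper gives 3 for every group, and all 11 labelled arrays were used here. RNA of each preparation was hybridised to 1 array of an Illumina mouse BeadChip, on which each probe is a bead-bound oligonucleotide of a transcript. Each cell type was on a BeadChip of its own, so a difference between chips and a difference between the cell types cannot be told apart. According to the methods, the authors subtracted the mean of the negative controls, applied a variance-stabilising transformation to a log2 scale and quantile normalised the arrays. Every array had a median of 6.87 on this scale and a range of 6.40 to 13.99. Across probes, wild type spermatocyte arrays correlated with each other at r = 0.985 to 0.991 and the heterozygous pair at 0.993, while wild type spermatids gave 0.959 to 0.983 and heterozygous spermatids 0.952 to 0.975. As in the methods, the 40% of probes with the lowest mean were left out, a mean for each of the 4 groups was fitted with limma, and Benjamini-Hochberg adjustment was made over all probes and 4 contrasts together. The contrasts were genotype within each cell type and cell type within each genotype, and X-linked probes were also fitted alone at a false discovery rate of 0.2. Log2 fold changes of genotype are heterozygous minus wild type, so a positive value means more RNA in heterozygous cells, and Tables S2 to S5 print the opposite sign. The comparisons, 21 lists of genes, the alternatives and the rule for naming genes were fixed before the data were examined, with the tables of the paper already read. The number of arrays limits the precision, most of all with 2 heterozygous spermatocyte arrays.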

Cells were purified from 10 animals per replicate, and three biological replicates (30 animals) were assessed. About 60% of the Illumina probes (27,994 probes) were found to be expressed in primary spermatocytes or spermatids. Of these, fifty three were differentially expressed in spermatocytes between *Dnmt3L* wild type and heterozygous males at a 5% false discovery rate (FDR) (Supporting Information File S1). 

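The 27986 probes kept are 60.0% of the 46643 on the array, and 20958 of them carry 1 gene symbol, 29 several and 6999 none. They measure 14187 named genes, with 584 probes on the X chromosome and 20310 on autosomes. Genes of the round spermatid stage stood apart between the wild type fractions: of 43 measured, 32 were higher in spermatids than in spermatocytes and none was lower at an adjusted p under 0.05 from limma (33 higher and 1 lower adjusted over the list alone). Their mean log2 difference was 1.61 (camera adjusted p = 1.0e-14, and adjusted p = 0.651 with an estimated correlation). Markers of some other testis cells were higher in the spermatid fraction as well. Of 13 macrophage and blood markers 8 rose in spermatids (10 adjusted over the list alone), led by the haemoglobin gene Hba-a1 with a log2 difference of 4.93, the macrophage lysozyme Lyz2 with 3.12 and the complement gene C1qb with 2.41. This list had a mean of 1.60 (adjusted p = 0.000204, and adjusted p = 0.651 with an estimated correlation). Of 9 markers of peritubular cells, the contractile and matrix-forming cells around the tubules, 3 rose (6 adjusted over the list alone, camera adjusted p = 0.0141, and adjusted p = 0.651 with an estimated correlation), among them Dcn, a matrix proteoglycan, by 3.43 and the smooth muscle actin Actg2 by 2.88. Actg2 already read 9.93 in wild type spermatocytes, against 7.23 for Dcn. Across the wild type spermatid arrays its SD was 0.019, against 1.32 for Dcn, so its rise need not come from peritubular cells. Of 22 spermatogonium markers 7 rose and 1 fell (9 and 2 adjusted over the list alone), the former including the transcription factor Sohlh1 (1.62) and the stem cell factor receptor Kit (1.55). None of the 19 Sertoli cell markers passed limma's test, with 2 at an unadjusted p under 0.05, and their mean was 0.28. Of 12 Leydig cell markers (mean 0.45, camera adjusted p = 0.391) none passed limma's test as higher. Averaged over them, wild type spermatid arrays ran from 7.50 to 9.08 and wild type spermatocyte arrays from 7.33 to 8.22. These markers thus varied widely between preparations. Star, which carries cholesterol into mitochondria, fell by 1.16 (adjusted p = 0.00923 from limma, and 1 lower adjusted over the list alone). Of 9 endothelium markers (mean 0.06) none passed limma's test, with 2 at an unadjusted p under 0.05. In wild type spermatocytes 10 of the 13 macrophage and blood genes and all 19 Sertoli genes read above the median of all probes. The filter and the choice of each gene's highest probe bring most members of any list above it, as with 66 of 67 ribosomal proteins. A place above the median therefore cannot by itself tell whether a marker is expressed there. Some Sertoli markers read far above it in wild type spermatocytes, such as Clu at 10.86 (SD 1.28) and Cldn11 at 10.37 (SD 0.95). Averaged over the 19 Sertoli genes, these arrays ran from 7.62 to 8.78. RNA of such markers was thus present in the spermatocyte fraction and varied between preparations. Whether it came from Sertoli cells was not tested. A list does not measure a share of cells. The list for pachytene and meiotic prophase (22 genes) had 3 genes higher and 5 lower in spermatids and a mean of -0.25 (camera adjusted p = 0.391).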

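Here 52 probes passed limma's test in spermatocytes, 28 higher and 24 lower in heterozygous cells. They stand for 40 named genes, 23 higher and 17 lower, and 11 of the probes carry no gene symbol. The called changes ran from 0.22 to 2.95 in size on the log2 scale, with a median of 0.35. Genes of the round spermatid stage were higher as a group in heterozygous spermatocytes: the 43 measured had a mean log2 fold change of 0.31, although only Spag4, a sperm tail-associated protein, passed the test by itself (6 at an unadjusted p under 0.05, and 0 adjusted over the list alone). The camera adjusted p was 2.56e-09, and adjusted p = 0.987 with an estimated correlation. Averaged over these genes, the wild type arrays read 10.57, 10.13 and 10.57 and the heterozygous arrays 10.77 and 10.70, and without wild type array 2 the mean was 0.16. Sperm chromatin genes (22) had a mean of 0.22, with the protamine Prm2 at 0.79 (adjusted p = 0.462) and Prm3 at 0.74 (adjusted p = 0.414). Ribosomal proteins (67) had a mean of 0.11, and Rpl34 rose by 0.35 (adjusted p = 0.0176 from limma). The camera adjusted p was 0.0399 for sperm chromatin and 0.00245 for ribosomal proteins, and adjusted p = 0.987 with an estimated correlation for each. Without wild type array 2 both calls ended, with means of 0.07 (adjusted p = 0.728) and 0.03 (adjusted p = 0.973). The ribosomal call also ended without heterozygous array 2 (0.03, adjusted p = 0.780), and that of sperm chromatin without either heterozygous spermatocyte array or heterozygous spermatid array 1 or 3 (adjusted p = 0.0592 to adjusted p = 0.281). No gene of the pachytene list (mean -0.03) or of meiotic sex chromosome inactivation (19 genes, mean -0.02) passed limma's test, and none had an unadjusted p under 0.05. DNA methylation genes (27, mean 0.01), imprinted genes (37, mean -0.02) and the piRNA pathway (12, mean 0.03) held no called gene and 1 each at an unadjusted p under 0.05. The number called depends on the shared adjustment, since 1 probe, 106020017 with no gene symbol, passes when each contrast is adjusted by itself, and 816 had an unadjusted p under 0.05 against 1399.3 expected by chance. It was 12 without wild type spermatocyte array 2, 34 without array 3, 32 and 21 without heterozygous spermatocyte arrays 1 and 2, 20 without wild type spermatid array 1 and 134 without heterozygous spermatid array 2, spermatid arrays entering through the shared spread.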

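The largest increase in heterozygous spermatocytes was that of Aire, the transcription factor of thymic epithelium, at 2.95 on the log2 scale. Among the other probes with a gene symbol, Yipf7 came next at 1.00 (standard error 0.27, adjusted p = 0.0460 from limma), 4930451I11Rik at 0.96, and Lyzl6, a lysozyme-like gene, at 0.83. Znrf4, a testis ubiquitin ligase, rose by 0.78 (standard error 0.15, adjusted p = 0.0110) from a wild type mean of 10.84, and Dnajc5b, a cysteine string protein of the testis, by 0.75 (standard error 0.17, adjusted p = 0.0228) from 10.89. In wild type spermatids 4930451I11Rik read 11.71, Lyzl6 12.95, Znrf4 13.10 and Dnajc5b 13.19. Of the 28 probes called higher, 9 were also called higher in wild type spermatids than in wild type spermatocytes. That is 32.1%, against 11.5% of all tested probes. Both comparisons subtract the same wild type spermatocyte arrays, so a probe low there by chance rises in both. Part of the excess may come from that. Tmem40 rose by 0.73, 1700109H08Rik by 0.57 and Sh3d21 by 0.56. Mt2, a metallothionein that binds metals and responds to stress, rose by 0.54 (adjusted p = 0.0380) and was the only one of 20 genes of dissociation stress to pass (0 adjusted over the list alone, mean -0.03). That list was written with the paper's tables in view and is not independent evidence. Decreases were smaller. Ube3b, a ubiquitin ligase, had -0.44 (standard error 0.095, adjusted p = 0.0203), Fech, the last enzyme of haem synthesis, -0.36 and Ddost, a subunit of the oligosaccharyltransferase, -0.36. Ddx50, an RNA helicase of the nucleolus, and the zinc finger factor Ovol2 each had -0.34. Opa1, which fuses mitochondrial inner membranes, had -0.30 (adjusted p = 0.0381), as had Gdi2 and Arhgap28, and Sesn3 and Fmnl2 had -0.28. Every called probe had all heterozygous arrays on 1 side of all wild type arrays, which chance gives for 20% of probes at 3 against 2. That rate is for probes not chosen by their p. The called probes of every other contrast were separated as well, so this follows from the call and is not separate support. Tmem40 lost its call without heterozygous spermatocyte array 1 (0.57, adjusted p = 0.0803) and Znrf4 without array 2 (0.67, adjusted p = 0.0796), and the other genes named here, apart from Aire, lost theirs without at least 1 of several arrays.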

Twenty nine probes (27 unique genes) were up-regulated and twenty four probes (23 genes) were down-regulated in *Dnmt3L* heterozygous spermatocytes compared to spermatocytes from wild types. Within spermatids, one hundred and twenty three probes were differentially expressed between *Dnmt3L* wild type and heterozygous animals (FDR <0.05) (Supporting Information File S1). Of these, seventy five probes (73 genes) were up-regulated and forty eight probes (46 genes) were down-regulated in *Dnmt3L* heterozygous spermatids compared to the wild type. 

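In spermatids 75 probes were higher and 48 lower in heterozygous cells, with log2 changes of 0.15 to 1.41 in size and a median of 0.39. Named genes numbered 89, of which 56 were higher and 33 lower in heterozygous spermatids, and 32 probes carry no symbol. Among the lists, X-linked genes expressed in spermatids or meiotic cells (25 measured) had a mean log2 fold change of -0.19 (camera adjusted p = 7.59e-05, and adjusted p = 0.944 with an estimated correlation). None of them passed limma's test by itself, over all probes or adjusted over the list alone, and 4 had an unadjusted p under 0.05. The largest were Usp26, a testis deubiquitinase, at -0.62 (adjusted p = 0.119) and Scml2, a germline Polycomb protein, at -0.54 (adjusted p = 0.256). Without heterozygous spermatid array 2 the mean was -0.08 (adjusted p = 0.229). Genes of the piRNA pathway (12), which silences transposons, had a mean of 0.26 (camera adjusted p = 0.0445, and adjusted p = 0.944 with an estimated correlation), with Piwil1 at 0.53 (adjusted p = 0.649) and Tdrd5 at 0.46 (adjusted p = 0.730), and none passed limma's test, 1 having an unadjusted p under 0.05. That call ended without wild type spermatid array 3 (0.12, adjusted p = 0.389) and without heterozygous array 2 (0.11, adjusted p = 0.380), and its adjusted p was 0.0506 to 0.0736 without wild type spermatocyte array 2 or 3 or heterozygous spermatid array 3. Without both spermatid arrays numbered 2, which lay nearer the spermatocyte arrays than the others and were left out only after seeing the data, the X-linked list passed camera with a mean of -0.18 and the piRNA call ended (0.24, adjusted p = 0.0748). Of 42 DNA replication genes, Mcm4 and E2f2 were lower (0 adjusted over the list alone, mean -0.04, camera adjusted p = 0.186), and that list was written with the paper's tables in view. The round spermatid (mean -0.01), sperm chromatin (0.00), pachytene (0.04) and meiotic sex chromosome inactivation (-0.01) lists held no gene that passed limma's test and 2 together at an unadjusted p under 0.05. DNA methylation genes had a mean of -0.05 and imprinted genes of -0.08, with none called and 1 at an unadjusted p under 0.05. Of 9 endothelium markers, Kdr, a receptor of vascular growth factor, rose by 0.41 (1 adjusted over the list alone). With each contrast adjusted by itself 0 probes passed limma's test, while 1448 had an unadjusted p under 0.05 against 1399.3 expected. The count was 1340, 533 and 363 without heterozygous spermatid array 2, wild type spermatid array 2 and heterozygous spermatid array 1, and 24 to 62 without any other array, lowest without wild type spermatid array 1.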

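Among named genes higher in heterozygous spermatids, Them6 led with a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.0208 from limma). Hnrnpul1, an RNA-binding protein, rose by 0.54, the splicing factor subunit Sf3a2 by 0.51, the tRNA methyltransferase Trmt1 by 0.51 and the translation factor partner Mif4gd by 0.50. Parp1, a poly(ADP-ribose) polymerase of DNA repair, rose by 0.53 and Med15, a subunit of the Mediator complex, by 0.50 (adjusted p = 0.0393). Slc25a10, a mitochondrial carrier, rose by 0.50, and so did the ciliary gene Ccdc40 (adjusted p = 0.0142) and the zinc finger gene Zfp523 (adjusted p = 0.0136). Among decreases of probes with a gene symbol, the largest was that of the histone gene H2ac15 at -0.79 (standard error 0.22, adjusted p = 0.0488). Arhgef2, a protein bound to microtubules, had -0.76, and Epb41l2, a protein of the membrane skeleton, had -0.73 (adjusted p = 0.0167). The metal transporter Slc11a1 had -0.71, Iqca -0.70 and Mcm4, a subunit of the replicative helicase, -0.64 (adjusted p = 0.0495). Zfyve9 followed with -0.57, Rab26os and the heat shock transcription factor Hsf2 with -0.55 each and Fbxo10 with -0.54. Heterozygous and wild type arrays did not overlap for any called probe, which chance gives for 10% of probes at 3 against 3. As in spermatocytes, this follows from the call and is not separate support. Ccdc40 and Zfp523 passed whichever array was left out, Hsf2 did not without wild type spermatid array 1 (-0.53, adjusted p = 0.0534), and most of the rest did not without several arrays in turn.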

The raw data from our microarray analyses have been submitted to GenBank GEO.

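On the X chromosome, 11 probes of 11 genes passed in spermatocytes at a false discovery rate of 0.2 when the 584 X-linked probes were fitted alone with limma. Of these genes 8 were higher and 3 lower in heterozygous cells, and Tsga8, which encodes an acidic protein of haploid germ cells, was the only one to pass at 0.05. In spermatids 51 probes of 48 genes passed, 8 probes higher and 43 lower, and 5 passed at 0.05. With 584 probes, 29.2 are expected at an unadjusted p under 0.05 by chance, and 10 were found in spermatocytes and 49 in spermatids. Adjusted within each contrast, 0 X-linked probes passed limma's test in either cell type. The spermatocyte count was 4 without heterozygous spermatocyte array 2 and 7 without wild type spermatocyte array 2 or wild type spermatid array 1, and it was 8 higher and 8 lower without wild type spermatocyte array 3 and 8 higher and 7 lower without wild type spermatid array 2. In spermatids 3 probes were higher and 120 lower without wild type spermatid array 2, 41 higher and 49 lower without heterozygous array 2, 2 higher and 12 lower without wild type array 1, 4 higher and 21 lower without wild type array 3, 0 higher and 25 lower by limma without heterozygous array 3, and 33 and 32 passed without wild type or heterozygous spermatocyte array 2.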

When we restricted the analysis of the microarray data to the 855 X chromosome probes, twelve genes were differentially expressed between spermatocytes from *Dnmt3L* wild type and heterozygous males, at FDR <0.20 (Supporting Information File S1) and 57 genes were differentially expressed between *Dnmt3L* wild type and heterozygous spermatids at FDR <0.20 (Supporting Information File S1). An MA-plot showed a trend whereby X-linked genes which were relatively highly expressed in spermatocytes tended to be over-expressed in *Dnmt3L* heterozygous males (data not shown). In contrast, all the differentially expressed X chromosome genes in spermatids were down-regulated in *Dnmt3L* heterozygous males.

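Across the 584 X-linked probes, the log2 fold change in heterozygous spermatocytes was set against mean expression, and Spearman's rho was -0.0355. That mean was taken over all arrays, those of spermatids included. A ranking by spermatocyte arrays alone, which the paper's statement concerns, was not tested. Lists of autosomal probes matched on expression, 10000 in number, gave rho from -0.0998 to 0.0712 in their central part, so the X-linked probes lay inside the chance range (two-sided permutation over matched lists, p = 0.609 across genes). The 146 X-linked probes with the highest expression had a mean log2 fold change of 0.0081 (permutation over matched lists, p = 0.292). As a whole, X-linked probes had a mean 0.0087 below that of autosomal probes (camera p = 0.714, and p = 0.910 with an estimated correlation), and 54.3% of them were lower in heterozygous cells against 50.3% of autosomal probes. Probes are not independent replicates, and the relation turned with single arrays: rho was 0.155 without wild type spermatocyte array 1 and -0.152 without wild type spermatocyte array 2. With the lowest 60% of probes left out it was 0.144 (permutation over matched lists, p = 0.0126).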

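X-linked probes were lower as a group in heterozygous spermatids by camera with the preset correlation, but did not pass with an estimated correlation (camera p = 0.191) or by fry (p = 0.297). Tro, a trophinin with a MAGE domain, had a log2 fold change of -0.35 (standard error 0.076, adjusted p = 0.0135 over X-linked probes from limma) and was the only X-linked probe to pass over all probes, a call lost without 3 of the 11 arrays taken singly. Cask, a scaffold kinase, had -0.32 (adjusted p = 0.0439), Kdm6a, a histone demethylase, -0.41 (adjusted p = 0.0442, and a second probe -0.35), Chic1 -0.30 and Ogt, which adds N-acetylglucosamine to proteins, -0.22. Hprt, an enzyme of purine salvage, had -0.52 (adjusted p = 0.0752). The 8 probes that were higher include Gla, the lysosomal galactosidase, at 0.30, Bclaf3 at 0.24, the kinase Cdk16 at 0.23, the DNA repair genes Fancb at 0.20 and Ercc6l at 0.15, A730046J19Rik at 0.16, Zc3h12b at 0.13 and Fundc1 at 0.12. Over all 584 probes, the mean log2 fold change minus that of autosomal probes was -0.0903, and 63.7% of X-linked probes were lower in heterozygous cells against 45.4% of autosomal probes. The camera p was 6.54e-06 with the preset correlation and p = 0.191 with an estimated correlation, fry, which tests whether X-linked probes by themselves move one way and not their difference from autosomal probes, gave a p of 0.297, and the shift was -0.0519 (p = 0.0700) without heterozygous spermatid array 2, -0.0362 (p = 0.0339) without wild type spermatid array 3 and -0.160 without wild type spermatid array 2. Across the X-linked probes, Spearman's rho of the log2 fold change with mean expression was -0.331, and the 146 most expressed probes had a mean of -0.192 (two-sided permutation over matched autosomal lists across genes, p = 0.0002 for each, the smallest these lists can give). This comparison was not among those fixed before the data were examined. Without heterozygous spermatid array 2 rho turned to 0.0287 (permutation over matched lists, p = 0.452) and the most expressed probes had -0.0691, while rho was -0.193 without wild type spermatid array 1, -0.153 without wild type spermatid array 3, -0.535 without heterozygous spermatid array 3 and -0.0974 without both arrays numbered 2, and the most expressed probes had -0.360 without wild type spermatid array 2 and -0.0802 without array 3. Markers of peritubular cells and of macrophages and blood each had a mean of -0.26 in the same comparison and did not pass (camera adjusted p = 0.0643 and adjusted p = 0.108). The mean of X-linked minus autosomal probes was -0.419, -0.590 and -0.342 in the wild type spermatid arrays and -0.517, -0.617 and -0.487 in the heterozygous arrays, so single arrays of the groups overlapped. The lowest of each genotype is array 2, and both of these arrays lay nearer the spermatocytes in the values of all probes: on the first principal component (77.7% of the variance) they stood at 23.8 in wild type and 14.4 in heterozygous cells, against 54.9 to 70.8 for the other spermatid arrays and -66.6 to -50.9 for spermatocyte arrays. Without both, chosen after seeing the data, the shift was -0.122 at a camera p of 5.17e-05.

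**Figure D1:**
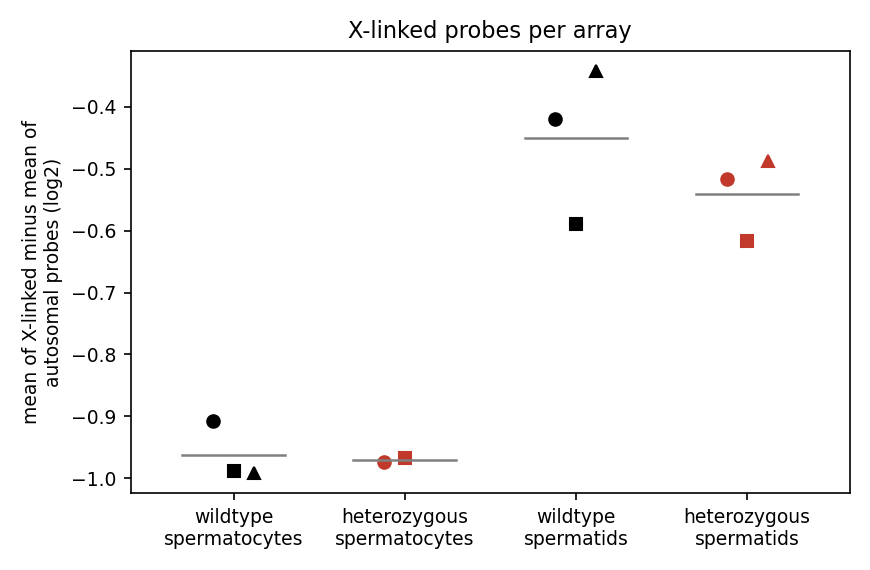
Mean of X-linked minus mean of autosomal probes (log2) on each array, with wild type in black, *Dnmt3L* heterozygous in red, a marker shape for each replicate number and a grey line at each group mean. Spermatocyte arrays lie between -0.992 and -0.907 and spermatid arrays between -0.617 and -0.342, and the genotypes overlap in both cell types.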

To independently assess the microarray data, we conducted QPCR on RNA from purified spermatocytes and spermatids. We examined 6 X-linked genes and 7 autosomal genes that were differentially expressed in spermatocytes (Fig. 3A and 3B), and 7 autosomal genes that were differentially expressed in spermatids (Fig. 3C). Genes were selected based on their relative change in expression as found in the microarray data and their previously recognized roles in spermatogenesis. 

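On the arrays, the X-linked genes chosen for spermatocytes changed little. Tsga8 rose on 1 probe in the X-linked test and had a log2 fold change of 0.41 (adjusted p = 0.253 from limma) on its other probe. From wild type to heterozygous spermatocytes, 4930567H17Rik went from 7.00 to 7.19, Vamp7 (listed as Sybl1), a vesicle fusion protein, from 6.82 to 7.00 and Cd99l2 (listed as Mic2l1), a cell adhesion protein, from 6.99 to 6.82. LOC208414 and 4933402E13Rik carry no matching symbol in the annotation used here and were not analysed by name. Some autosomal genes have several probes, and these did not read alike. Spag4 rose by 0.50 (standard error 0.12, adjusted p = 0.0283 from limma) on 1 of its 3 probes, from 11.16 to 11.66, while the others gave 0.20 (adjusted p = 0.870) and 0.08 (adjusted p = 0.890). Ddx50 and Fech were also called on 1 of 3 probes each, the other Ddx50 probes giving -0.09 and -0.11 and those of Fech -0.19 and 0.06, whereas Xrn1, Dnajc5b and Ddost have 1 probe each. Among the spermatid genes, Bcl2l1, an inhibitor of apoptosis, rose on 2 of 4 probes, by 0.42 (adjusted p = 0.0359) and 0.55 (adjusted p = 0.0496), the others giving 0.24 and 0.16. Parp1 (listed as Adprt1), which rose on 1 probe, had 0.09 (adjusted p = 0.875) on its other probe. Mcm4 was called on 1 probe, where it went from 9.66 to 9.02, and had 0.08 (adjusted p = 0.848) on the other. Slc11a1 was called on 1 of 3 probes, with -0.01 and -0.07 on the others. Spag4 lost its call without wild type spermatocyte array 2 (0.48, adjusted p = 0.0839), wild type spermatocyte array 3 (0.48, adjusted p = 0.0802) or heterozygous spermatocyte array 1 (0.36, adjusted p = 0.199), and the called probes of Bcl2l1 lost theirs without 9 of the 11 arrays each, at 0.31 (adjusted p = 0.0803) and 0.36 (adjusted p = 0.0666) without wild type spermatid array 3.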

As for the microarrays, cells were purified from 10 males per biological replicate and a minimum of 3 biological replicates were assessed per experiment. QPCR verified all of the changes in gene expression detected by microarray (Fig. 3).

**Figure 3:**
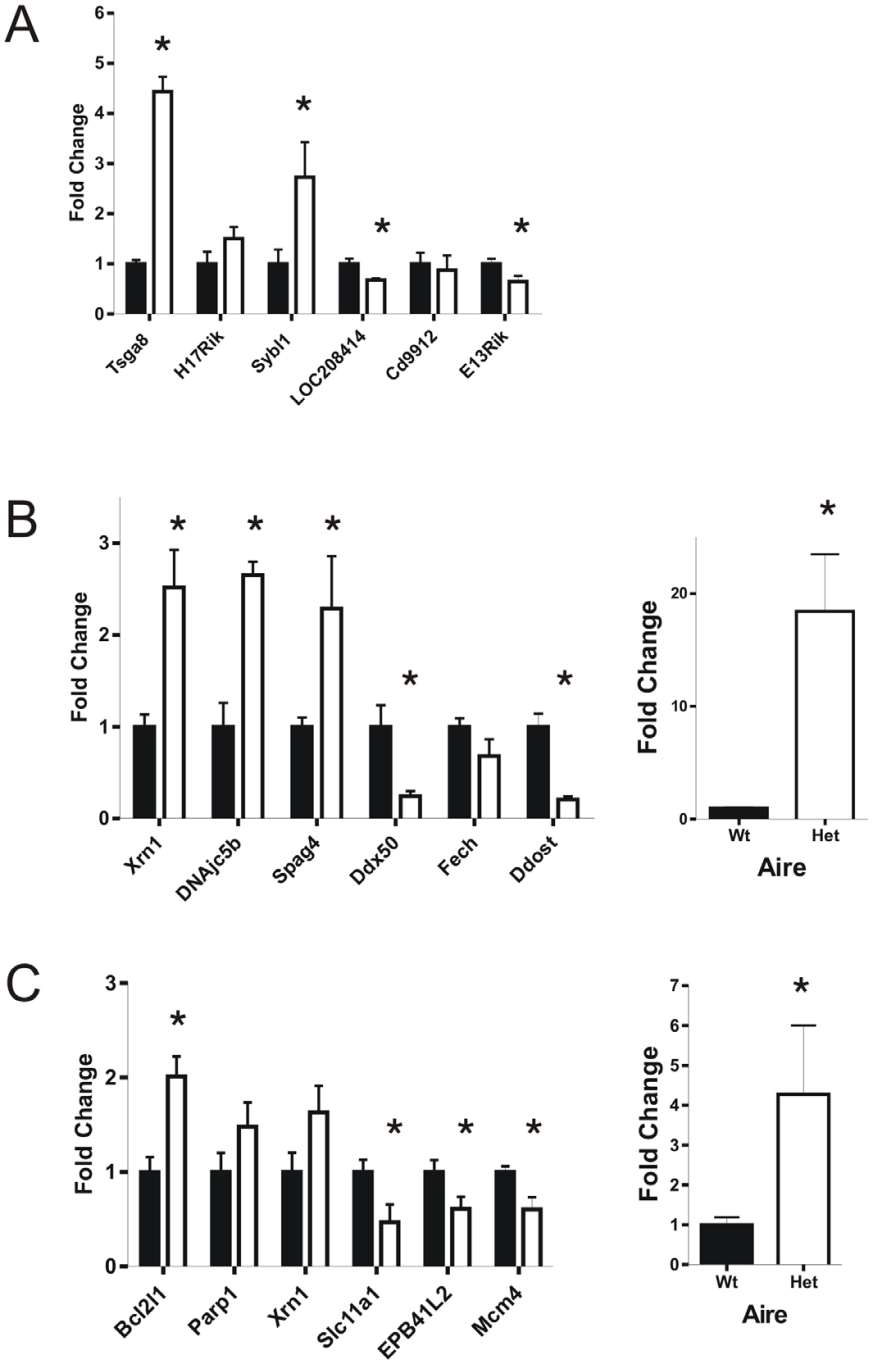
QPCR on selected genes differentially expressed in *Dnmt3L* wildtype versus *Dnmt3L* heterozygous germ cells by microarray. (**A**) X-linked genes from spermatocytes. (**B**) Autosomal genes from spermatocytes. (**C**) Autosomal genes in spermatids. Expression was normalized to β-actin and the wildtype values were set to 1. Black bars  =  wildtype, white bars  =  heterozygous, n = 3 biological replicates (10 mice/replicate). Results are presented as means ± SEM. * Indicates a statistically significant increase or decrease in gene expression with a p≤0.05.

Collectively, the microarray and QPCR data showed that *Dnmt3L* heterozygosity resulted in significant changes in spermatocyte and spermatid autosomal gene transcription. 

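Few probes were called in both cell types, and all went the same way. The autosomal genes among them were Sult2a2 and Xrn1. Sult2a2, a sulphotransferase, rose from 7.26 to 7.67 in spermatocytes (log2 fold change 0.41, adjusted p = 0.00937 from limma) and from 7.16 to 7.48 in spermatids (0.32, adjusted p = 0.0162). Xrn1, a cytoplasmic exoribonuclease that degrades mRNA, rose from 7.91 to 8.25 in spermatocytes and from 7.96 to 8.32 in spermatids. A pair of probes with no gene symbol completes the 4, and these probes and Sult2a2 were chosen after their values were seen. The annotation used here gives no chromosome for either probe of the pair. Probe 106020017 rose by 2.05 in spermatocytes (standard error 0.16, adjusted p = 0.00035) and by 1.41 in spermatids (standard error 0.14, adjusted p = 0.00105). Probe 102260070 rose by 0.53 and 0.24, the call in spermatids being lost without 8 of the 11 arrays taken singly. Independent lists of these sizes share 0.229 probes on average (Fisher's exact test across probes, one-sided, p = 8.17e-05), and the contrasts share no array but do share the estimate of the spread. The number was 21 without heterozygous spermatid array 2, 1 without wild type spermatid array 3 and 2 without wild type spermatocyte array 2, heterozygous spermatocyte array 1, wild type spermatid array 1 or heterozygous spermatid array 3. No probe passed limma's test of a difference between the genotype effects of the cell types, with 566 at an unadjusted p under 0.05.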

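The X-linked genes called higher in heterozygous spermatocytes were Tsga8 (log2 fold change 0.43, adjusted p = 0.0429 over X-linked probes from limma), Vamp7 (0.18, adjusted p = 0.0810), the RNA-binding protein Rbm41 (0.18, adjusted p = 0.113), the MAGE family gene Magee2 (0.17), 4930567H17Rik (0.19), Zc3h12b (0.13), Enox2 (0.19) and the X inactivation transcript Xist (0.16). Those called lower were Cd99l2 (-0.18, adjusted p = 0.102), Rbmx (-0.14), an RNA-binding protein of the spliceosome, and Dmrtc1a (-0.23). Apart from Tsga8, all of these read low in wild type spermatocytes, from Xist at 6.81 to Rbm41 at 7.17, near the median of 6.87. Only 10 X-linked probes had an unadjusted p under 0.05 from limma, against 29.2 expected by chance.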

Altered spermatocyte X chromosome gene expression was also evident, however, these changes were relatively few in number and often low in magnitude. This data was supported by RNA polymerase II staining of the XY body (as a marker of transcriptional activity) (Supporting Information File S1), which showed that the XY bodies from *Dnmt3L* heterozygous males contained on average 10% more RNA polymerase II labelling than XY bodies from wild type males. This data supports a role for DNMT3L in the regulation of autosomal gene transcription in spermatocytes and round spermatids.

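Autosomal probes made up 41 of the 52 called in spermatocytes, among them both probes of Aire, and 90 of those called in spermatids. Chromosome 10, where Dnmt3l lies, held 3 and 6 of these. The paper describes the array and QPCR changes as significant in autosomal genes of both cell types and as few and often low in X-linked genes of spermatocytes, sets RNA polymerase II staining of the XY body beside them, and then proposes that DNMT3L has a role in regulating autosomal transcription in spermatocytes and round spermatids.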

### Deregulated *Dnmt3L* expression in germ cells from *Dnmt3L* heterozygous males

In addition to measuring thousands of other genes, the microarrays assessed *Dnmt3L* expression. 

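Dnmt3l encodes a partner of the de novo DNA methyltransferases and has 1 probe that passed the filter, in exon 13 according to the paper. In wild type spermatocytes it read 8.18 ± 0.086 (SD, n = 3 arrays), with 8.27, 8.17 and 8.10 on the single arrays, above the median of all probes. In wild type spermatids it read 10.62 ± 0.38 (SD, n = 3 arrays), with 10.91, 10.19 and 10.75.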

Consistent with the data of Hata *et al* and La Salle *et al* [5], [8], our data clearly showed that *Dnmt3L* was expressed in wild type spermatocytes and spermatids (Fig. 4A). It also showed that spermatids have a relatively higher *Dnmt3L* mRNA content than spermatocytes (Fig. 4A).

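The difference between wild type spermatids and spermatocytes at the Dnmt3l probe was 2.44 on the log2 scale, a 5.43-fold change (standard error 0.28, adjusted p = 0.00171 from limma). Between the heterozygous fractions it was 1.73, a 3.31-fold change (standard error 0.32, adjusted p = 0.0103). The wild type difference ran from 2.30 to 2.65 when single arrays were left out and passed each time. With a score of somatic marker genes as a covariate, chosen after seeing the data, it was 2.30 and did not pass (adjusted p = 0.0508 from limma). The score itself differs between the cell types, with means of -0.332 in wild type spermatocytes and 0.383 in wild type spermatids. Such a fit cannot separate cell type from somatic RNA, so a call lost in it does not show that somatic RNA made the difference. Dnmt3l shared its rise in spermatids with 3207 of the 7546 probes called between the wild type fractions, and 4983 probes were called between the heterozygous ones. The first count was 4241 to 4859 without wild type spermatid array 1 or 3 or wild type spermatocyte array 2 or 3, and the second 1759 and 1655 without heterozygous spermatocyte arrays 1 and 2, 3275 without heterozygous spermatid array 1 and 7507 without heterozygous spermatid array 2, and with the somatic score they were 857 and 572. The largest increases in spermatids were those of the haemoglobin genes Hbb-bs at 4.93 (adjusted p = 8.57e-05) and Hba-a1, which went from 7.93 to 12.85, followed by Dcn, Llcfc1 at 3.28 and 4930451I11Rik at 3.26. The largest decreases were those of Lypd10 at -3.06 (adjusted p = 0.0286), Gm5878 at -2.87, the sulphotransferase Chst1 at -2.82, Sap30, a subunit of the histone deacetylase complex, at -2.67 and Lypd11 at -2.63. X-linked probes were 0.51 higher than autosomal probes in this comparison (camera p = 1.16e-18, and p = 0.0254 with an estimated correlation).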

**Figure 4:**
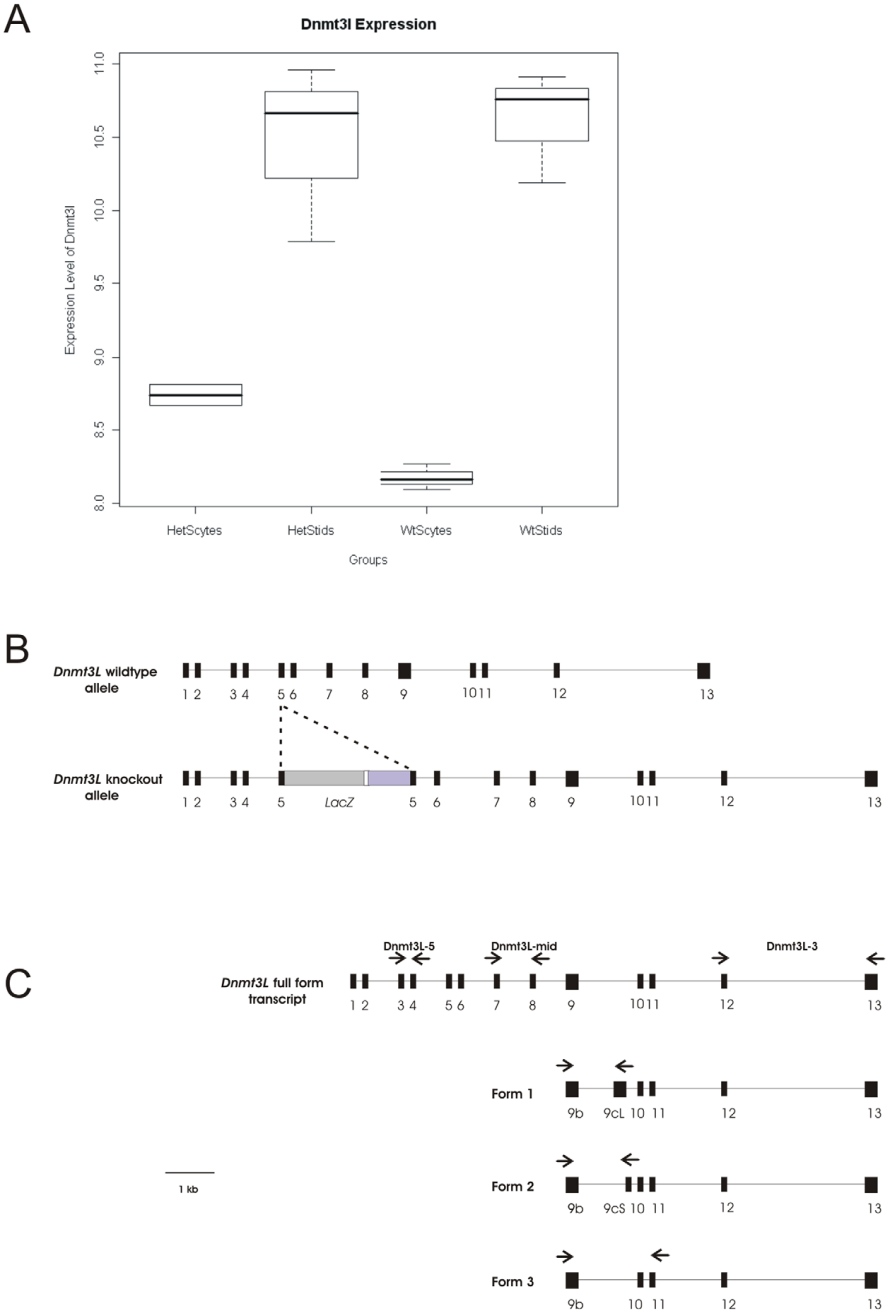
*Dnmt3L* expression in *Dnmt3L* haploinsufficient males. (**A**) A box plot representing the total *Dnmt3L* expression from microarray on *Dnmt3L* heterozygous and wildtype spermatocytes and spermatids. The expression of *Dnmt3L* was normalised to the whole genome, n = 3 biological replicates (10 mice per replicate). (**B**) The *Dnmt3L* wildtype allele contains 13 exons. Disruption of *Dnmt3L* was achieved through homologous recombination and resulted in the insertion of a *LacZ* gene within exon 5. Three stop codons and a polyadenylation signal were included after the *LacZ* gene. (**C**) The Dnmt3L-5 primer sets were located in exons 3–4, 5′ to the insertion of the *LacZ* gene. The Dnmt3L-mid primer sets were located in exons 7–8, 3′ of the insertion of the *LacZ* gene. The Dnmt3L-3 primer sets were located in exons 12–13, which is common to all four *Dnmt3L* isoforms. A second promoter can be activated in intron 9 of the *Dnmt3L* gene to produce a novel exon, 9b, from which transcription of the three alternative transcripts starts. Form 1 includes exon 9b and large 9c (9cL). Form 2 includes exon 9b and short 9c (9cS). Form 3 only includes exon 9b. Forms 1, 2 and 3 all contain exons 10–13. Primers for Form 1 were located in exons 9b and 9cL. Primers for Form 2 were located in exons 9b and 9cS. Primers for Form 3 were located in exon 9b and exon 11. All primer sets are represented by arrows. (**A, B**) Black boxes represent exons. Thin lines between exons represent introns.

Contrary to our expectations, germ cells (both pachytene spermatocytes and round spermatids) from heterozygous males did not have a decreased level of *Dnmt3L* mRNA compared to those from wild type animals, as determined using a probe complementary to exon 13 (Fig. 4A). 

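At the exon 13 probe, Dnmt3l read 8.74 ± 0.11 (SD, n = 2 arrays) in heterozygous spermatocytes, with 8.82 and 8.66 on the single arrays, and the arrays of the genotypes did not overlap, which chance gives for 20% of probes in either direction. The log2 fold change was 0.56 (standard error 0.32, adjusted p = 0.374 from limma), so it did not pass the test over all groups. With only the spermatocyte arrays in the fit the same difference had an adjusted p of 0.0172, and without both spermatid arrays numbered 2, chosen after seeing the data, 0.0105, while it lay between 0.1002 and 1.00 under all other alternatives. Dnmt3l itself read higher in wild type spermatids, at 10.62. Of 507 probes at least 2 log2 units higher in spermatids, 94.9% were higher in heterozygous than in wild type spermatocytes, with a mean of 0.322. More spermatid RNA in the heterozygous spermatocyte fraction therefore cannot be told apart from a rise of Dnmt3l in spermatocytes. In heterozygous spermatids the Dnmt3l probe read 10.47 ± 0.61 (SD, n = 3 arrays), with 10.66, 9.78 and 10.96. The probe lies 3′ of the insertion of LacZ in exon 5, outside the disrupted part, so it does not check the genotype labels.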

Heterozygous males carry both a *Dnmt3L* knockout and a wild type allele (Fig. 4B). It is of note, that male germ cells develop within a syncitium wherein mRNA and proteins produced in one cell can be shared across cytoplasmic bridges, meaning that although individual spermatids may have a different genotype i.e. heterozygous or wild type for *Dnmt3L*, they are equivalent at a protein and mRNA level [19]. 

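Between heterozygous and wild type spermatids, the Dnmt3l probe differed by -0.15 on the log2 scale (standard error 0.28, adjusted p = 0.868 from limma), and the arrays of the genotypes overlapped. The genotype effect in spermatids minus that in spermatocytes was -0.72 (standard error 0.43, and it did not pass limma's test, with an unadjusted p of 0.128). Left out one at a time, the arrays moved the spermatid value between -0.40 and 0.19 and the spermatocyte value between 0.49 and 0.64.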

The analysis done herein also showed that the expression of *Dnmt3L* was not significantly different between pachytene spermatocytes and round spermatids from *Dnmt3L* heterozygous and wild type males (Fig. 4A). In light of the observed meiosis and transcription phenotype, this led us to investigate the relative expression of each of the four *Dnmt3L* transcripts in spermatocytes and spermatids from *Dnmt3L* heterozygous and wild type.

Exon 13 is contained within the *Dnmt3L* full protein coding mRNA and all of the alternative transcripts. Forms 1, 2 and 3 transcripts start with an alternative exon 9, designated exon 9b (Fig. 4C) [9]. Form 1 contains exon 9b and a second novel exon, exon 9cL. Form 2 contains exon 9b and a shorter version of exon 9c, exon 9cS. Form 3 contains exon 9b only. All three forms contain the same exons 10, 11, 12 and 13 as in the *Dnmt3L* full form mRNA, and were therefore detected on the microarray.

In order to assess the expression levels of individual *Dnmt3L* isoforms in spermatocytes and spermatids, we designed QPCR assays specific for the three alternative transcripts as well as assays to detect the 5′, middle and 3′ regions of the *Dnmt3L* full form transcript (Fig. 4C, Supporting Information File S1). The primers used for Form 1, Form 2 and Form 3 were as used by Shovlin *et al* (Supporting Information File S1) [9]. Based on previously published data, only mRNA transcribed from the *Dnmt3L* full form transcript results in functional protein [9]. While the mRNA for Forms 1, 2 and 3 isoforms share significant homology with the protein coding splice variant at the level of mRNA sequence, they do not contain an open reading frame of any length and as such can not produce protein. Relative expression was measured in a minimum of three biological replicates and each replicate contained purified germ cells from 10 males.

QPCR on spermatocytes from *Dnmt3L* heterozygous and wild type males showed that the loss of a *Dnmt3L* allele resulted in a significant up-regulation of the 5′ (P = 0.0223) and mid (P = 0.0417) regions of the full *Dnmt3L* transcripts in the heterozygous males (Fig. 5A). While the up-regulation in mRNA containing the 5′ sequence could be from either the wild type or knockout allele, the up-regulation in mRNA containing the Dnmt3L-mid sequence suggested an up-regulation from the wild type allele i.e. translation from the knockout allele would be blocked by the stop codons in the *LacZ* cassette (Fig. 4B). The expression of Form 1, 2, 3 and the Dnmt3L-3 products was comparable between spermatocytes from *Dnmt3L* heterozygous and wild type males (Fig. 5A).

**Figure 5:**
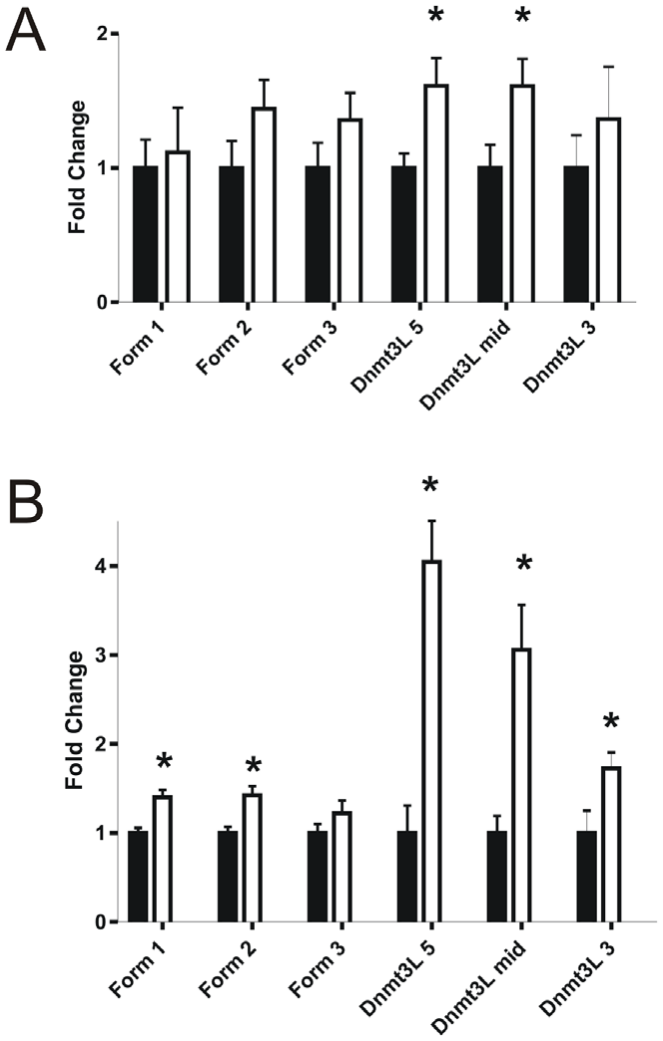
*Dnmt3L* haploinsufficiency resulted in altered expression of the *Dnmt3L* splice variants. The level of *Dnmt3L* mRNA transcripts in spermatocytes (**A**) and spermatids (**B**) from *Dnmt3L* heterozygous and wildtype males as defined by QPCR. Each gene was normalized to β-actin and the wildtype values were set to 1. Black bars  =  wildtype, white bars  =  heterozygous, n = 3 biological replicates (10 mice/replicate). Results are presented as means ± SEM. * Indicates a statistically significant increase or decrease in gene expression with a p≤0.05.

Similarly, QPCR on spermatids from *Dnmt3L* heterozygous and wild type males showed a significant up-regulation of the 5′ (P = 0.0027), mid (P = 0.0094) and 3′ (P = 0.0391) regions of the full *Dnmt3L* transcript in the heterozygous males (Fig. 5B). In addition, there was a significant increase in the expression of Form 1 (P = 0.008) and 2 (P = 0.0129) transcripts in *Dnmt3L* heterozygous spermatids (Fig. 5B).

Collectively, these data showed that in addition to a compensatory up-regulation of the *Dnmt3L* full length transcript within spermatocytes and spermatids from *Dnmt3L* heterozygous males, there was an up-regulation in the use of the 3′ promoter and the transcription of the alternative non-coding *Dnmt3L* forms, Forms 1 and 2, within spermatids. The up-regulation of the *Dnmt3L* isoforms suggests that the *Dnmt3L* knockout reported by Webster *et al* did not result in full ablation of the gene (Fig. 4B).

### *DNMT3L* is found in the adult testis and sperm

Our microarray and QPCR data showed that splice variants of *Dnmt3L* were present in spermatocytes and spermatids, consistent with previously published data [8]. To assess the possibility that the *Dnmt3L* full length transcript was translated, we determined the localization of DNMT3L in testis sections using immunohistochemistry with antibodies directed against both the N-terminal and C-terminal of the full length isoform. Using both antibodies we detected DNMT3L in the nuclei of round spermatids, the heads of the elongating spermatids and in peritubular cells (Fig. 6A). This is the first report of DNMT3L in the adult testis.

**Figure 6:**
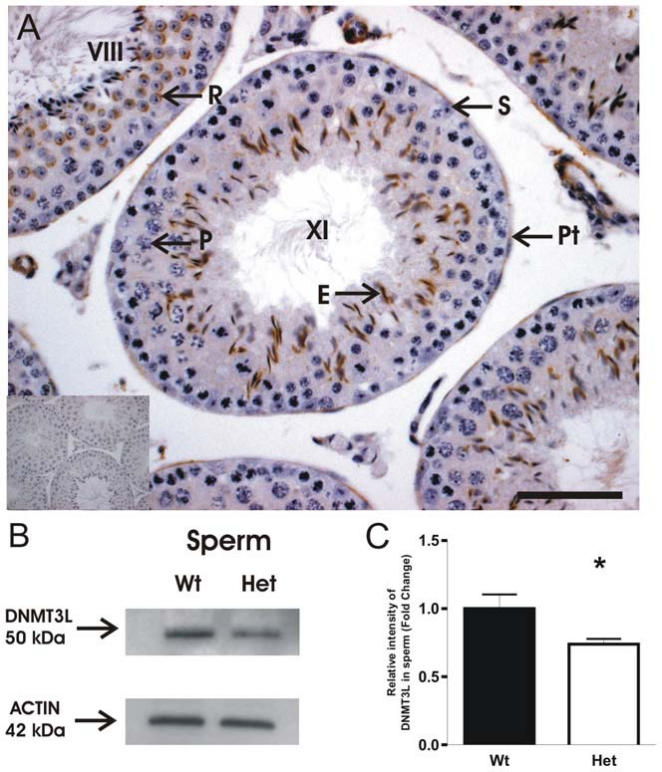
DNMT3L was found within the adult testis and mature sperm. (**A**) DNMT3L was localized to the nuclei of round spermatids (R), elongating spermatids (E) and peritubular cells (Pt). The omission of primary antibody was used as a negative control (inset). S  =  spermatogonia, P  =  pachytene spermatocyte. Scale bar  = 50 µm. (**B**) Western Blot analysis of DNMT3L (50 kDa) within *Dnmt3L* wildtype and heterozygous sperm. (**C**) Relative content of DNMT3L within sperm. Each sample was normalized to Actin and the wildtype value was set to 1. Black bars  =  wildtype, white bars  =  heterozygous, n = 3 biological replicates (2 mice/replicate). Results are presented as means ± SEM. * Indicates a statistically significant decrease in relative intensity of DNMT3L with a p≤0.05.

The presence of DNMT3L in sperm from *Dnmt3L* wild type and heterozygous males was conclusively shown by Western blotting (Fig. 6B). Further, and consistent with the *Dnmt3L* isoform data described above, the relative content of DNMT3L in sperm from *Dnmt3L* heterozygous males was reduced by 28% compared to sperm from wild type males (P = 0.027, n = 3 biological replicates with 2 mice per replicate) (Fig. 6C).

## Discussion

These data show for the first time, that DNMT3L is a regulator of both XY body compaction and ultimately XY chromosomal segregation. The XY bodies from *Dnmt3L* heterozygous males are longer than those from *Dnmt3L* and C57Bl/6 wild type males, and this finding supports a mechanism whereby a partial failure of chromatin compaction in the *Dnmt3L* heterozygous males leads to paternal effects [10]. Further, our data reveals that loss of a *Dnmt3L* allele results in dysregulation of both meiotic and post-meiotic gene transcription.

It is established that much of the XY body becomes condensed and silenced during pachytene [12]–[14]. Our results suggest that in the heterozygous males, the chromatin of the XY body is not condensing as tightly as in the wild type males. As a result of this, some genes that should become inactived may remain accessible for transcription. Our data shows that DNMT3L is involved in regulating some of the chromatin changes occurring on the XY body. These changes may be important for the silencing of certain genes.

Previous studies have shown that DNMT3L is essential during the early phases of male meiosis. The absence of *Dnmt3L* results in a failure to silence retrotransposon expression in gonocytes, and a failure of homologous chromosome condensation and pairing in leptotene and zygotene spermatocytes [4], [6]. The subsequent “meiotic catastrophe” is a consequence of a failure of chromosomes to progress from a euchromatic state to a heterochromatic state [6]. Recently it was also shown that in addition to a failure of synapsis during meiosis, *Dnmt3L* null males have an impairment of the meiotic silencing by unsynapsed chromatin (MSUC) response. As such this resulted in a failure of XY body silencing which may contribute to the *Dnmt3L* mutant phenotype [20]. The data presented here suggest that a similar, but more subtle, mechanism is occurring on the XY bodies of *Dnmt3L* heterozygous males and that this ultimately leads to a three fold increased risk of XY sperm.

Sex chromosome aneuploidies are common and potentially increasing in humans. Recent data suggest that the birth incidence of Klinefelter's syndrome (XXY) is 1.09–1.75 in 1,000 [18] and 1 in 1,000 for Turner's syndrome (XO) [18], [21]. It has been shown that approximately 10% of sperm from normal healthy and fertile men have structural and numerical chromosomal abnormalities (reviewed in [22]). Sperm aneuploidies almost always arise during meiosis and defective recombination between the X and Y pseudoautosomal region is believed to be the most common cause of XY sperm disomy [23], [24]. Proposed mechanisms for their aetiology include both genetic and environmental factors. Men exposed to potential mutagens, including pesticides [25], [26] and chemotherapy agents [27], [28], have an increased risk of sperm aneuploidies. Similarly, sub-fertile and infertile men [29], [30], and mice [31], have an increased frequency of sperm chromosomal abnormalities. The data contained in this study demonstrates that decreased levels of *Dnmt3L* in germ cells could lead to a significant increase in XY sperm aneuploidy and as we have shown previously, an increased frequency of XO offspring [10].

Studies on the parental origin of the X chromosome in Turner's syndrome patients have found that in the majority of cases the remaining X chromosome is of maternal origin i.e. the paternal X or Y chromosome is lost [32]–[34]. Furthermore, a study on fathers of Turner's syndrome patients (with a single X chromosome of maternal origin) showed that these men had an increased incidence of XY sperm, suggesting an increased frequency of non-disjunction of the X and Y chromosomes during meiosis [35]. Collectively, these data raise the possibility that decreased expression of *DNMT3L* in humans may also lead to Klinefelter's or Turner's syndromes in some children.

The precise mechanisms leading to decreased XY body compaction are yet to be determined. It is possible that there are changes in the methylation status throughout the genome of *Dnmt3L* heterozygous germ cells compared to cells from wild type animals. Alternatively, or in addition, the aberrant expression of specific genes involved in spermatogenesis contributed to abnormalities. For example, *Tsga8*, which was significantly up-regulated in *Dnmt3L* heterozygous spermatocytes compared to cells from wild type males (Fig. 3A), codes for a protein involved in DNA condensation during spermatogenesis [36].

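Tsga8 has a pair of probes on the array, both on the X chromosome. On probe 5080279 it went from 11.94 in wild type to 12.37 in heterozygous spermatocytes, and the adjusted p over all probes was 0.0576 from limma (standard error 0.12). This probe read 13.06 in wild type spermatids, so more spermatid RNA in the heterozygous spermatocyte fraction would raise it too. In spermatids the same probe had a log2 fold change of 0.10 (adjusted p = 0.719) and probe 2060577 had 0.17 (adjusted p = 0.694).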

As an extension of the partial failure of XY body compaction, we anticipated that *Dnmt3L* heterozygosity would lead to an up-regulation in the transcription of X linked genes in meiotic and potentially post-meiotic germ cells. Some support for this comes from the microarray data, however, the absolute number of differentially regulated genes was small. In contrast, *Dnmt3L* heterozygosity did result in a large number of autosomal genes being differentially expressed in both spermatocytes and spermatids, revealing a previously unrecognized role of DNMT3L in the regulation of autosomal gene transcription.

*Dnmt3L* heterozygosity results in both the over- and under-expression of genes. It was anticipated that DNMT3L deficiency would predominantly be associated with increased transcription as a consequence of a looser chromatin state and increased access of transcription factors to gene promoters. 

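Aire lies on chromosome 10 beside Dnmt3l and has a pair of probes. On probe 3520685 it read 6.79 ± 0.077 (SD, n = 3 arrays) in wild type spermatocytes, with no array above 6.88, and 10.70 and 8.77 on the heterozygous arrays (standard error of the difference 0.52, adjusted p = 0.00847 from limma). On probe 3830739 it rose by 0.81 (standard error 0.21, adjusted p = 0.0356), with 8.14 and 7.25 on the heterozygous arrays. In spermatids probe 3520685 read 7.10, 8.45 and 7.58 on the heterozygous arrays against 6.80, 6.73 and 6.89 on the wild type arrays, a log2 fold change of 0.90 that did not pass (adjusted p = 0.316). Probe 3830739 had 0.15 there (adjusted p = 0.755). Xrn1 had a standard error of 0.084 in spermatocytes (adjusted p = 0.0336) and 0.075 in spermatids (adjusted p = 0.0170), with log2 fold changes of 0.34 and 0.36. Among the decreases, Ddx50 had a standard error of 0.088 (adjusted p = 0.0374) in spermatocytes, and Epb41l2 one of 0.15 in spermatids, where its other probes gave -0.67 (adjusted p = 0.253) and -0.11 (adjusted p = 0.920). Probe 3520685 of Aire passed whichever array was left out, with a log2 fold change of 1.98 to 3.91, but not with each contrast adjusted by itself (adjusted p = 1.00). Probe 3830739 lost its call without 8 of the 11 arrays taken singly, and read 0.37 without heterozygous spermatocyte array 1 (adjusted p = 0.0686) and 1.26 without array 2. Epb41l2 did not pass without heterozygous spermatid array 3 (-0.65, adjusted p = 0.0504), nor Ddx50 without heterozygous spermatocyte array 2 (-0.26, adjusted p = 0.247), among others, nor Xrn1 in spermatocytes without heterozygous array 1 (0.25, adjusted p = 0.225) or in spermatids without wild type array 3 (0.34, adjusted p = 0.0524), among others.

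**Figure D2:**
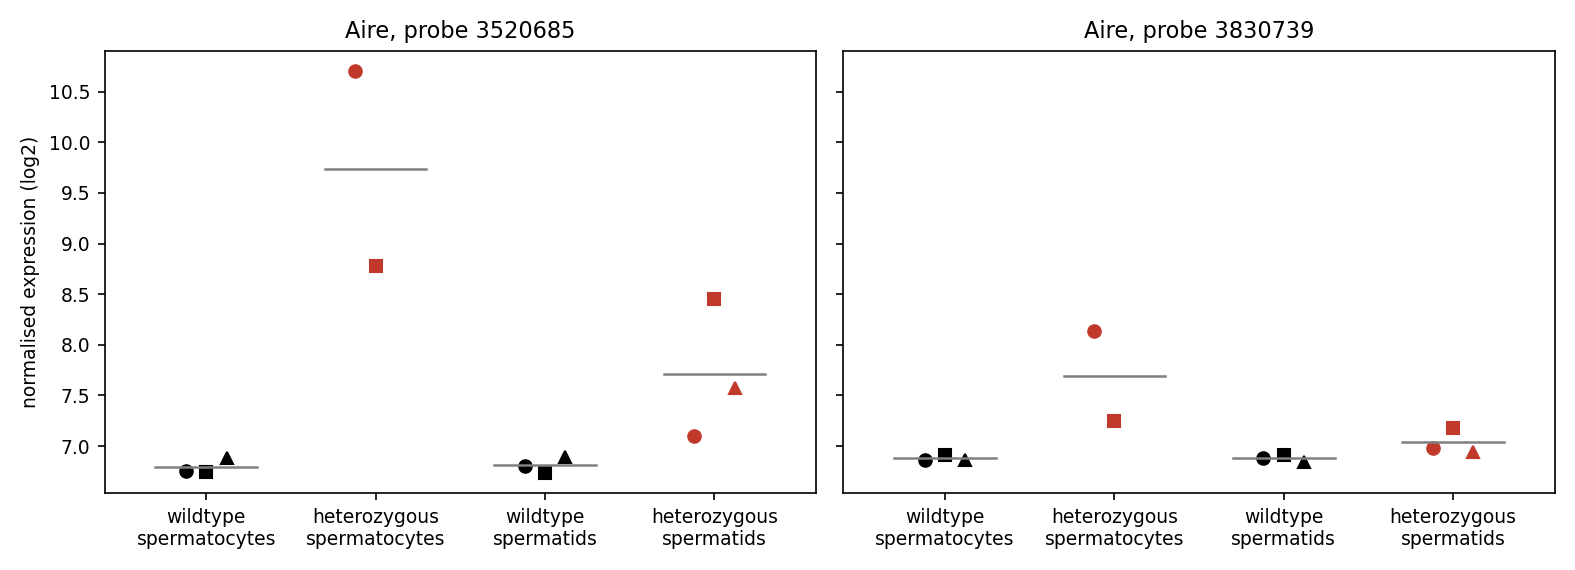
Normalised expression (log2) of Aire on each array for probes 3520685 and 3830739, with wild type in black, *Dnmt3L* heterozygous in red, a marker shape for each replicate number and a grey line at each group mean. On probe 3520685 the heterozygous spermatocyte arrays stand at 10.70 and 8.77 and the highest wild type spermatocyte array at 6.88.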

While this was the case for many genes, including *Aire* and *Xrn1,* some genes, including *Ddx50* and *EPB41L2,* were significantly down-regulated. While it is clear that altered DNMT3L production results in significant changes in the expression of many genes, including *Dnmt3L* itself, it is not as yet possible to determine whether each individual change is as a direct consequence of DNMT3L deficiency, or is secondary to changes in other epigenetic regulators or transcription factors ie. these data suggest that DNMT3L sits at the start of a cascade of gene regulation networks which ultimately impact on many aspects of a cells phenotype.

Further, our microarray data show that contrary to expectations, the overall level of *Dnmt3L* transcript, based on a probe against exon 13, was unchanged. This prompted us to analyse *Dnmt3L* expression more carefully. Quantitative PCR data show that in germ cells from *Dnmt3L* heterozygous males there was up-regulated transcription of the full *Dnmt3L* splice variant from the remaining wild type allele, and there was increased use of an alternative promoter and transcription of mRNA species encoding the alternative *Dnmt3L* variants, Forms 1 and 2 in spermatids. The allele(s) from which these variants were transcribed was not analysed, however, it may have occurred from both the knockout allele and the wild type allele.

A previous study has shown that members of the DNMT3 group i.e. DNMT3L, DNMT3A and DNMT3B, can regulate methylation of the *Dnmt3L* promoter region [11]. In ES cells and embryos, a deficiency in *Dnmt3a* and *Dnmt3b* resulted in hypomethylation of the *Dnmt3L* promoter region. Similarly, a deficiency in *Dnmt3L* resulted in hypomethylation of its own promoter. The authors proposed that the DNMT3 members are involved in an auto-repression mechanism, whereby if methyltransferase activity is reduced, increased transcription of *Dnmt* family members occurs to compensate [11]. Our analysis of *Dnmt3L* expression in germ cells from wild type versus heterozygous males showed a similar mechanism exists in male meiotic and haploid germ cells. In addition, our data suggest that within at least spermatids, this mechanism includes altered transcription of the non-coding alternative *Dnmt3L* transcripts.

While not directly tested here, the simplest explanation for increased transcription of *Dnmt3L* in germ cells from heterozygous males, is hypomethylation of the CpG promoter region of *Dnmt3L*. In support of this hypothesis, we detected a dramatic increase in *Aire* expression in both spermatocytes and spermatids (Fig. 3B and C). The *Dnmt3L* and *Aire* promoters are tightly linked on chromosome 10 in the mouse, with only 6.5 kb separating the first exon of each gene in opposite transcriptional directions [37]. AIRE (Autoimmune Regulator gene) is a transcription factor expressed in antigen presenting cells in the thymus [38], and is involved in establishing and maintaining immune tolerance [39]. Recent work has shown that AIRE is also found in spermatogonia and spermatocytes [40] and that an absence of *Aire* leads to male infertility most likely at the level of the epididymis [41]. Our data shows that *Aire* is also expressed in spermatids and strongly supports a co-regulatory relationship between *Aire* and *Dnmt3L*. As both *Aire* and *Dnmt3L* promoters are known to be regulated by CpG island methylation, the compensatory up-regulation of the full length *Dnmt3L* splice variant from the remaining wild type allele, and the prominent over-expression of *Aire* in both spermatocytes and spermatids from *Dnmt3L* heterozygous males, strongly supports a mechanism whereby hypomethylation of the shared promoter has lead to increased promoter access. These data also raise the possibility that at least part of the phenotype observed herein is a consequence of increased *Aire* transcription.

Despite mRNA data showing *Dnmt3L* expression in the testis, the detection of DNMT3L in the adult testis or in sperm has not previously been reported. Our data confirmed the expression of all four *Dnmt3L* splice variants in spermatocytes and round spermatids, and we have localized DNMT3L protein in round and elongating spermatids and in mature sperm. Further, the presence of DNMT3L in wildtype sperm raise the possibility that DNMT3L is carried through to the zygote/embryo where it may impact on health. The potential role of DNMT3L in the embryo was beyond the scope of this study.

Collectively, we have shown that the loss of a *Dnmt3L* allele results in a partial failure of X chromosome condensation during male meiosis and subsequently, a three fold increase in XY chromosome non-disjunction. We have shown that altered *Dnmt3L* expression results in changes in spermatocyte and spermatid gene expression. We have shown that there is a previously unrecognised compensatory up-regulation of both the *Dnmt3L* full length and alternative transcripts in germ cells from *Dnmt3L* heterozygous males. We have shown that DNMT3L protein is found within both haploid male germ cells and mature sperm. Furthermore, these data raise the clinically important prospect that deregulated *DNMT3L* production may contribute to the aetiology of human Klinefelter's and Turner's syndromes.

## Materials and Methods

### Animals

The *Dnmt3L* knockout mice were maintained in the C57B6 background as described previously [6]. All experimentation was approved by the Monash Medical Centre (ethics approval number MMCA2007/37) and Walter and Eliza Hall Institute (WEHI) Animal Ethics Committees (AEC#s 2001.044, 2004.040, 2008.010) and conformed to the standards of the National Health and Medical Research Council (NHMRC) of Australia.

Briefly, the *Dnmt3L* knockout allele was generated using a BamHI genomic fragment containing coding exons 1–7 isolated from a PAC library (RPCI-21, http://bacpac.chori.org/femmouse21.htm) derived from a 129S6/SvEvTac mouse. The Mouse Genome Informatics database (http://www.informatics.jax.org/) showed no single nucleotide polymorphisms between 129S6/SvEvTac and C57BL/6J. The LacZ reporter gene including three stop codons and the loxP flanked PGK-neomycin cassette, were sub-cloned in-frame into coding exon 5, thus disrupting the PHD-like zinc finger domain. The targeting vector was electroporated into C57BL/6 ES cells and clones selected in G418-containing medium. Targeted ES cells were microinjected into Balb/C blastocysts to generate chimeras. Chimeric males were mated with C57BL/6 females to generate C57BL/6 offspring. The PGK-Neo cassette was removed via Cre-loxP mediated excision by breeding the mice to a cre transgenic strain on a C57BL/6 background. Specifically, the cre transgenic strain was created in BALB/cJ and was backcrossed to C57BL/6J for at least 10 generations (http://jaxmice.jax.org/strain/006054.html). The cre (and thus BALB/cJ) -ve *Dnmt3L* colony has been maintained by crossing heterozygotes or crossing to wildtype C57BL/6 for well over 10 generations. Thus the wildtype and heterozygous mice used in these experiments are essentially C57BL/6.

### Meiotic Spreads and immunofluorescent labelling

Methods for meiotic spreads were prepared as described previously [42]. Following fixation, slides were washed in 10% antibody dilution buffer (ADB) (PBS, 10% horse serum, 3% BSA, 0.05% Triton-X) three times for 15 minutes each. In order to measure XY body length, meiotic spreads were incubated with a 1/100 dilution of anti-SCP3 serum (ab15092, Abcam) and a 1/2,000 dilution of anti-phospho-Histone H2AX serum (05-636, Upstate) in 10% ADB. Slides were incubated at 37°C for 2 hours or overnight at 4°C in a dark box. Alexa Fluor secondary antibodies (Molecular Probes) were used at a 1/200 dilution in 10% ADB and applied to each section. Slides were incubated for 1 hour at 37°C or for 2 hours at room temperature in a dark box and then washed in PBS three times for 15 minutes each. Nuclear DNA was stained with DAPI and slides were mounted under coverslips with DAKO antifade mounting media.

### XY body length measurements and analysis

Immunolabelled meiotic spreads were visualized and photographed using fluorescence microscopy. Each photograph was visually assessed, then XY body lengths were traced and measured using the Image Pro Plus software program. All visual assessments and measurements were conducted without knowledge of genotype. In order to graph (but not analyse) data, measurements were grouped into 2 µm increments between 6–40 µm. To analyze the XY body length data, a general mixed linear model was used for statistical analysis using the Stata software program. This statistical analysis accounted for clustering within the mice by treating mice as random-effects and estimated differences in mean lengths between the genotypes.

### Sperm FISH for X and Y chromosome content

Methods for sperm decondensation and FISH were adapted from Whyte *et al* [43]. To enable FISH probes to easily pass into the sperm nucleus, sperm heads needed to be decondensed. Sperm were collected from dissected cauda epididymides by snipping at several locations and placed into sterile pre-warmed PBS at 37°C to allow the sperm to swim out. The sperm solution was filtered through a 100 µm mesh filter and spotted onto Superfrost plus microscope slides (Menzel-Gläser). Using the edge of a coverslip the drops were smeared along the slide as a thin film and slides were dried on a slide warmer.

The sperm smears were dehydrated in 80% methanol at −20°C for 20 minutes and air dried. A microwave safe plastic container with a divider in the middle was filled with 100 ml of distilled water and two slides were placed on the top section of the container above the water. A combination of microwaving while incubating slides in a reducing agent was conducted. 200 µl of 10 mM Dithiothreitol (DTT) was applied to the slides and the samples were covered with a coverslip. The slides were microwaved in the container for 15 seconds at 550W, then drained and 200 µl of 10 mM Lithium diiodosalicylate/1 mM DTT buffer was applied. The slides were covered with a coverslip and microwaved for 90 seconds at 550 W, then rinsed twice with 2X SSC and air dried for 30 minutes and after fixing with methanol:acetic acid (3:1) for 10 minutes, they were air dried and used immediately for FISH.

To prevent excessive chromosome denaturation, slides were placed on a slide warmer at 50°C for 1 hour. 1 µl of each of the X (directly labelled with FITC) and Y (directly labelled with CY3) probes (Cambio Ltd.) were diluted together in 3 µl of hybridization buffer (Cambio Ltd.). The probes were denatured at 65°C for 10 minutes, then pre-annealed at 37°C for 30 minutes and applied to the slides and the area was covered with a 10 mm^2^ coverslip and sealed with rubber glue. The probes, together with the sperm, were denatured by placing the slides on a slide warmer at 75°C for 3 minutes, and then incubated overnight at 37°C in a humidified chamber.

Following removal of the rubber glue, post-hybridization washes were conducted as follows: (a) 1X SSC solution at 70°C for 2–3 minutes, (b) 1X SSC/50% formamide at 45°C twice for 5 minutes each, (c) 1X SSC at 45°C twice for 5 minutes each, (d) 4X SSC/0.05% Tween 20 at 45°C twice for 5 minutes each. Nuclear DNA was stained with DAPI and slides were mounted with DAKO anti-fade mounting media.

### Analysis of sperm FISH slides

Sperm were photographed using a fluorescence microscope. The number of sperm carrying X, Y or XY chromosomes were counted without prior knowledge of the genotype. A negative binomial regression model was fitted to the data using Stata statistical software. This model determined the relative risk of sperm having X, Y or XY chromosome content, and allowed us to test for differences between wild type and heterozygous mice while allowing for heterogeneity between mice.

### Germ cell isolation

Germ cell sub-types were purified using centrifugal elutriation as described previously [44], [45]. Testes were dissected out of 10 adult mice per replicate. Briefly, tubules were removed from the tunica and chopped well and placed into a flask containing 20 ml PBS with 1 mg/ml trypsin, 1 mg/ml collagenase, 0.5 mg/ml hyaluronidase and 8 µg/ml DNase solution and shaken in a water bath at approximately 50 cycles/minute for 25 minutes. The solution was resuspended and 20 ml of PBS was added to the flask. The flask was shaken again at approximately 60 cycles/minute for 10 minutes and the solution was filtered through an 80 µm mesh and the cells were centrifuged at 430 g for 10 minutes. Cells were resuspended in 50 ml of PBS and separated by centrifugal elutriation [44], [45]. The two fractions of cells containing the round spermatids and pachytene spermatocytes were kept. Cell counts were conducted to obtain the purity of the cell fractions and only preparations with a purity of >80% were used for RNA isolation. The cells were snap-frozen in dry ice and stored at −80°C.

### RNA isolation from germ cells

For cell counts of <10,000, the Qiagen RNeasy mini kit with on column Dnase digestion was used to purify RNA. For >10,000 cells, TRIzol reagent (Invitrogen) was used. RNA extracted by the TRIzol method was Dnase treated using the Qiagen RNeasy mini kit on column Dnase digestion.

### Microarray analysis of purified germ cell gene expression

RNA from *Dnmt3L* heterozygous and wild type spermatocytes and spermatids were hybridized at the Australian Genome Research Facility Ltd (Melbourne, Australia) using their standard methods. The microarrays used in this project were Illumina Mouse Whole-Genome WG-6 Version 1.1 BeadChips. Three preparations of purified wild type spermatocytes and three preparations of purified heterozygous spermatocytes were hybridized onto one BeadChip. Similarly, three preparations of purified wild type spermatids and three preparations of purified heterozygous spermatids were hybridized onto a separate BeadChip. Each preparation of purified cells was made up of cells isolated from 10 mice. The sample probe profile data and control gene profile data were output from BeadStudio for subsequent statistical analysis in the Bioconductor software environment [46].

The *lumi* software package was used for the pre-processing and normalization. Quality control plots of intensity values showed good consistency between BeadChips and individual arrays. Probe intensities were background corrected by subtracting the mean of the negative controls for each array. A variance-stabilising transformation was applied to the corrected intensities for each array [47]. Finally the log2-expression values were quantile normalized between arrays [48]. Raw and normalized expression data and associated information is MAIME compliant and has been submitted to the GEO repository as series GSE20241. (Manuscript reviewers can access the GEO series prior to public release using the following link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=vdilhuomcocumvk&acc=GSE20241.)

Probe annotation, including gene symbol and chromosome location was obtained from the University of Cambridge (www.compbio.group.cam.ac.uk/Resources/Annotation). Negative controls on each array showed that approximately 40% of probes were not expressed in each sample. Therefore probes with the lowest 40% of mean log2-expression levels across all arrays were filtered out. This left 27,994 probes for downstream analysis.

Statistical analysis used the *limma* software package [49]. A linear model was fitted to the normalized log2-expression values for each probe. Comparisons were made between *Dnmt3L* heterozygous and wild type spermatocytes, between *Dnmt3L* heterozygous and wild type spermatids, and between the two cell types for each genotype. The standard errors were smoothed across probes using an empirical Bayes method to obtain moderated t-statistics for each comparison and each probe [50]. The false discovery rate was controlled globally across all contrasts using the method by Benjamini and Hochberg [51]. As well as the genome-wide analysis, a separate analysis was conducted using only the 855 probes on the X chromosome.

These analyses yielded log2 fold changes, average log2-expression, moderated t-statistics and false discovery rates for each probe. The comparisons were calibrated such that probes up-regulated in the *Dnmt3L* heterozygous samples relative to the wild type cells have negative log-fold changes and down-regulated probes have positive log-fold changes. In this way, fold change can be interpreted as direct responses to *Dnmt3L* dose.

### Quantitative Real-time PCR (QPCR)

For QPCR analyses, three preparations each of purified *Dnmt3L* heterozygous and wild type spermatocytes and spermatids were used. Each preparation was made up of cells isolated from 10 mice. SYBR Green primers were ordered from Sigma Aldrich and Taqman probes were ordered from Applied Biosystems. Primer sequences are listed in the Supporting Information File S1.

QPCR was performed with samples from the heterozygous and wild type males with three replicates each in a 7900 HT Fast Real Time PCR System (Applied Biosystems). SYBR Green reactions were 10 µl reactions containing 1X SYBR Green PCR Master Mix (Applied Biosystems), primer mix, and cDNA. Conditions for QPCR with SYBR included an initial step of 10 minutes at 95°C, followed by 40 thermal cycles of 15 seconds at 95°C, 30 seconds at 60°C or 62°C, 30 seconds at 72°C. At the end, samples were subjected to a slow temperature-ramping dissociation stage of 15 seconds at 95°C, 15 seconds at 60°C, 15 seconds at 95°C to monitor the specificity of amplification.

Taqman reactions were 10 µl containing 1X Taqman Universal PCR Master Mix (Applied Biosystems), Taqman probe (which included forward and reverse primers) and cDNA. QPCR conditions for QPCR with Taqman included an initial step of 10 minutes at 95°C, followed by 40 thermal cycles of 15 seconds at 95°C, 30 seconds at 60°C.

The relative standard curve method was used to quantify gene expression levels for both SYBR Green and Taqman. Samples were normalized to β-actin values. Specificity was confirmed by running QPCR products on a 1% agarose gel after each QPCR experiment. All expression values were divided by the mean of the wild type samples for that gene. One-sided t-tests on the log-expression values were used to test for differential expression, using the direction of change observed from the microarrays as the alternative hypothesis.

### Immunohistochemistry

As described previously [52]. A 1/100 dilution of the goat anti-DNMT3L (N-14) serum (Santa Cruz) and a 1/100 dilution of goat anti-DNMT3L (P-15) serum (Santa Cruz) were used separately in the immunohistochemical procedure.

### Western Blot Analysis

Sperm lysates were collected and protein extracted using 6 M urea/2% CHAPS/2% zwittergent 3–10/10 mM Tris supplemented with 5 µg/ml DNase, 5 µg/ml RNase and protease inhibitor cocktail. Western blotting was conducted as described previously [52]. A 1/1,000 dilution of mouse anti-DNMT3L serum (ME006, Shanghai Immune Biotech Co. Ltd.) was used.

For Western blot analyses, three samples each of *Dnmt3L* heterozygous and wild type sperm were used. Each sample was made up of sperm lysates isolated from 2 mice. The Kodak Imagestation 4000 MM Pro was used to quantitate the amount of DNMT3L and ACTIN within each sample. All quantity values were divided by the mean of the wild-type samples. Two-sided t-tests on these values were used to test for statistical significance.

## Supporting Information

File S1

## References

[1] Hammoud SS, Nix DA, Zhang H, Purwar J, Carrell DT (2009). Distinctive chromatin in human sperm packages genes for embryo development.. Nature.

[2] Houshdaran S, Cortessis VK, Siegmund K, Yang A, Laird PW (2007). Widespread epigenetic abnormalities suggest a broad DNA methylation erasure defect in abnormal human sperm.. PLoS One.

[3] Marques CJ, Costa P, Vaz B, Carvalho F, Fernandes S (2008). Abnormal methylation of imprinted genes in human sperm is associated with oligozoospermia.. Mol Hum Reprod.

[4] Bourc'his D, Bestor TH (2004). Meiotic catastrophe and retrotransposon reactivation in male germ cells lacking Dnmt3L.. Nature.

[5] La Salle S, Oakes C, Neaga O, Bourc'his D, Bestor T Loss of spermatogonia and wide-spread DNA methylation defects in newborn male mice deficient in DNMT3L.. BMC Dev Biol.

[6] Webster KE, O'Bryan MK, Fletcher S, Crewther PE, Aapola U (2005). Meiotic and epigenetic defects in Dnmt3L-knockout mouse spermatogenesis.. Proc Natl Acad Sci U S A.

[7] Sakai Y, Suetake I, Shinozaki F, Yamashina S, Tajima S (2004). Co-expression of de novo DNA methyltransferases Dnmt3a2 and Dnmt3L in gonocytes of mouse embryos.. Gene Expr Patterns.

[8] Hata K, Okano M, Lei H, Li E (2002). Dnmt3L cooperates with the Dnmt3 family of de novo DNA methyltransferases to establish maternal imprints in mice.. Development.

[9] Shovlin TC, Bourc'his D, La Salle S, O'Doherty A, Trasler JM (2007). Sex-specific promoters regulate Dnmt3L expression in mouse germ cells.. Hum Reprod.

[10] Chong S, Vickaryous N, Ashe A, Zamudio N, Youngson N (2007). Modifiers of epigenetic reprogramming show paternal effects in the mouse.. Nat Genet.

[11] Hu YG, Hirasawa R, Hu JL, Hata K, Li CL (2008). Regulation of DNA methylation activity through Dnmt3L promoter methylation by Dnmt3 enzymes in embryonic development.. Hum Mol Genet.

[12] Handel MA (2004). The XY body: a specialized meiotic chromatin domain.. Exp Cell Res.

[13] Turner JM (2007). Meiotic sex chromosome inactivation.. Development.

[14] Baarends WM, Wassenaar E, van der Laan R, Hoogerbrugge J, Sleddens-Linkels E (2005). Silencing of unpaired chromatin and histone H2A ubiquitination in mammalian meiosis.. Mol Cell Biol.

[15] van der Laan R, Uringa EJ, Wassenaar E, Hoogerbrugge JW, Sleddens E (2004). Ubiquitin ligase Rad18Sc localizes to the XY body and to other chromosomal regions that are unpaired and transcriptionally silenced during male meiotic prophase.. J Cell Sci.

[16] Tres LL (1977). Extensive pairing of the XY bivalent in mouse spermatocytes as visualized by whole-mount electron microscopy.. J Cell Sci.

[17] Paduch DA, Bolyakov A, Cohen P, Travis A (2009). Reproduction in men with Klinefelter syndrome: the past, the present, and the future.. Semin Reprod Med.

[18] Morris JK, Alberman E, Scott C, Jacobs P (2008). Is the prevalence of Klinefelter syndrome increasing?. Eur J Hum Genet.

[19] Ventela S, Toppari J, Parvinen M (2003). Intercellular organelle traffic through cytoplasmic bridges in early spermatids of the rat: mechanisms of haploid gene product sharing.. Mol Biol Cell.

[20] Mahadevaiah SK, Bourc'his D, de Rooij DG, Bestor TH, Turner JM (2008). Extensive meiotic asynapsis in mice antagonises meiotic silencing of unsynapsed chromatin and consequently disrupts meiotic sex chromosome inactivation.. J Cell Biol.

[21] Nielsen J, Wohlert M (1991). Chromosome abnormalities found among 34,910 newborn children: results from a 13-year incidence study in Arhus, Denmark.. Hum Genet.

[22] Guttenbach M, Engel W, Schmid M (1997). Analysis of structural and numerical chromosome abnormalities in sperm of normal men and carriers of constitutional chromosome aberrations. A review.. Hum Genet.

[23] Ferguson KA, Wong EC, Chow V, Nigro M, Ma S (2007). Abnormal meiotic recombination in infertile men and its association with sperm aneuploidy.. Hum Mol Genet.

[24] Hassold TJ, Sherman SL, Pettay D, Page DC, Jacobs PA (1991). XY chromosome nondisjunction in man is associated with diminished recombination in the pseudoautosomal region.. Am J Hum Genet.

[25] Padungtod C, Hassold TJ, Millie E, Ryan LM, Savitz DA (1999). Sperm aneuploidy among Chinese pesticide factory workers: scoring by the FISH method.. Am J Ind Med.

[26] Xia Y, Bian Q, Xu L, Cheng S, Song L (2004). Genotoxic effects on human spermatozoa among pesticide factory workers exposed to fenvalerate.. Toxicology.

[27] Frias S, Van Hummelen P, Meistrich ML, Lowe XR, Hagemeister FB (2003). NOVP chemotherapy for Hodgkin's disease transiently induces sperm aneuploidies associated with the major clinical aneuploidy syndromes involving chromosomes X, Y, 18, and 21.. Cancer Res.

[28] Robbins WA, Meistrich ML, Moore D, Hagemeister FB, Weier HU (1997). Chemotherapy induces transient sex chromosomal and autosomal aneuploidy in human sperm.. Nat Genet.

[29] Martin RH, Rademaker AW, Greene C, Ko E, Hoang T (2003). A comparison of the frequency of sperm chromosome abnormalities in men with mild, moderate, and severe oligozoospermia.. Biol Reprod.

[30] Templado C, Hoang T, Greene C, Rademaker A, Chernos J (2002). Aneuploid spermatozoa in infertile men: teratozoospermia.. Mol Reprod Dev.

[31] Oppedisano L, Haines G, Hrabchak C, Fimia G, Elliott R (2002). The rate of aneuploidy is altered in spermatids from infertile mice.. Hum Reprod.

[32] Cockwell A, MacKenzie M, Youings S, Jacobs P (1991). A cytogenetic and molecular study of a series of 45,X fetuses and their parents.. J Med Genet.

[33] Hassold T, Arnovitz K, Jacobs PA, May K, Robinson D (1990). The parental origin of the missing or additional chromosome in 45,X and 47,XXX females.. Birth Defects Orig Artic Ser.

[34] Jacobs P, Dalton P, James R, Mosse K, Power M (1997). Turner syndrome: a cytogenetic and molecular study.. Ann Hum Genet.

[35] Martinez-Pasarell O, Nogues C, Bosch M, Egozcue J, Templado C (1999). Analysis of sex chromosome aneuploidy in sperm from fathers of Turner syndrome patients.. Hum Genet.

[36] Uchida K, Tsuchida J, Tanaka H, Koga M, Nishina Y (2000). Cloning and characterization of a complementary deoxyribonucleic acid encoding haploid-specific alanine-rich acidic protein located on chromosome-X.. Biol Reprod.

[37] Mittaz L, Rossier C, Heino M, Peterson P, Krohn KJ (1999). Isolation and characterization of the mouse Aire gene.. Biochem Biophys Res Commun.

[38] Hubert FX, Kinkel SA, Webster KE, Cannon P, Crewther PE (2008). A specific anti-Aire antibody reveals aire expression is restricted to medullary thymic epithelial cells and not expressed in periphery.. J Immunol.

[39] Anderson MS, Venanzi ES, Klein L, Chen Z, Berzins SP (2002). Projection of an immunological self shadow within the thymus by the aire protein.. Science.

[40] Schaller CE, Wang CL, Beck-Engeser G, Goss L, Scott HS (2008). Expression of Aire and the early wave of apoptosis in spermatogenesis.. J Immunol.

[41] Hubert FX, Kinkel SA, Crewther PE, Cannon PZ, Webster KE (2009). Aire-deficient C57BL/6 mice mimicking the common human 13-base pair deletion mutation present with only a mild autoimmune phenotype.. J Immunol.

[42] Peters AH, Plug AW, van Vugt MJ, de Boer P (1997). A drying-down technique for the spreading of mammalian meiocytes from the male and female germline.. Chromosome Res.

[43] Whyte JJ, Roberts RM, Rosenfeld CS (2007). Fluorescent in situ hybridization for sex chromosome determination before and after fertilization in mice.. Theriogenology.

[44] Bellve AR, Millette CF, Bhatnagar YM, O'Brien DA (1977). Dissociation of the mouse testis and characterization of isolated spermatogenic cells.. J Histochem Cytochem.

[45] Meistrich ML, Longtin J, Brock WA, Grimes SR, Mace ML (1981). Purification of rat spermatogenic cells and preliminary biochemical analysis of these cells.. Biol Reprod.

[46] Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M (2004). Bioconductor: open software development for computational biology and bioinformatics.. Genome Biol.

[47] Lin SM, Du P, Huber W, Kibbe WA (2008). Model-based variance-stabilizing transformation for Illumina microarray data.. Nucleic Acids Res.

[48] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias.. Bioinformatics.

[49] Smyth GK, Michaud J, Scott HS (2005). Use of within-array replicate spots for assessing differential expression in microarray experiments.. Bioinformatics.

[50] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments.. Stat Appl Genet Mol Biol.

[51] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing.. Journal of the Royal Statistical Society Series B.

[52] Jamsai D, Bianco DM, Smith SJ, Merriner DJ, Ly-Huynh JD (2008). Characterization of gametogenetin 1 (GGN1) and its potential role in male fertility through the interaction with the ion channel regulator, cysteine-rich secretory protein 2 (CRISP2) in the sperm tail.. Reproduction.

# Supplementary material for: DNMT3L Is a Regulator of X Chromosome Compaction and Post-Meiotic Gene Transcription
**Source:** PLoS One. 2011 Mar 31;6(3):e18276. doi: 10.1371/journal.pone.0018276
**Supplement:** File S1

**Supplemental Figures**

**Figure S1. DSPs of *Dnmt3L* heterozygous and wildtype males.** No difference in DSP per testis was observed between the *Dnmt3L* heterozygous and wildtype males. Black bar = wildtype males, white bar = heterozygous males. Results are presented as means ± SEM.

**Figure S2. XY body transcriptional activity in *Dnmt3L* heterozygous and wildtype males as indicated by RNA polymerase II labelling.** The *Dnmt3L* heterozygous group had a greater percentage of cells with increased RNA polymerase II staining (measured as units fluorescence/µm2) when compared to the wildtype group. Black bars = wildtype males, n = 472 cells, n = 6 mice. White bars = heterozygous males, n = 556 cells, n = 6 mice.

**Supplemental Tables**

**Table S1. The incidence of sex chromosome disomy in *Dnmt3L*** heterozygous and wildtype sperm.

|  | **Wildtype**  **(n= 9 mice)** | **Heterozygous**  **(n= 8 mice)** |
| --- | --- | --- |
| **No. XY sperm** | 7 | 22 |
| **No. X or Y sperm** | 2056 | 2133 |
| **Total** | 2063 | 2155 |
| **Risk *** | .0033814 (0.34%) | .0102088 (1.02%) |

* A negative binomial regression which accounts for clustering by mouse showed a risk ratio estimate of RR=0.34 (95% CI: 0.132 to 0.867, P=0.024). Hence, the heterozygous mice have three times the risk of XY sperm when compared to the wildtype mice.

**Table S2. Significantly up- and down-regulated mRNAs in *Dnmt3L* wildtype spermatocytes compared to *Dnmt3L* heterozygous spermatocytes. ***

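Table S2 lists the spermatocyte probes past the false discovery rate with the estimates of the authors' fit. Each of its 53 rows could be matched to 1 probe by its log2 fold change and mean level to within the rounding of the table and its t-statistic, with the sign turned, and 52 of these passed here. The other is Asph, a hydroxylase of aspartate residues, at 0.27 with an adjusted p of 0.0500. By such a match, probe 102260070 is the table's LOC237296 and probe 103520411 its A930037J23Rik. Probe 106020017 has no symbol in the table either, and its chromosome is given there as having no match.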

* *Illumina Probe Id* is the Illumina gene ID; *Symbol* is the gene symbol; Chromosome is the chromosome location; *logFC* is the estimate of the log2-fold change; *AveExpr* is the average log2-expression for the mRNA over all arrays and channels; *t* is the moderated t-statistic; *P.Value* is the raw p-value; and *FDR* is the adjusted p-value or q-value, a conservative estimate of the false discovery rate when controlled globally across all contrasts. A negative log fold change value indicated the gene was up-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples. Genes with a positive value were down-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples.

**Table S3. Significantly up- and down-regulated mRNAs in *Dnmt3L* wildtype spermatids compared to heterozygous spermatids. ***

* *Illumina Probe Id* is the Illumina gene ID; *Symbol* is the gene symbol; Chromosome is the chromosome location; *logFC* is the estimate of the log2-fold change; *AveExpr* is the average log2-expression for the mRNA over all arrays and channels; *t* is the moderated t-statistic; *P.Value* is the raw p-value; and *FDR* is the adjusted p-value or q-value, a conservative estimate of the false discovery rate when controlled globally across all contrasts. 

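Table S3 gives the same columns for spermatids. Its rows, 75 higher and 48 lower in heterozygous cells, were each matched to 1 probe by log2 fold change to the 4 decimals the table prints, and every matched probe passed here. Bcl2l1 and Parp1 are among the higher and Slc11a1, Epb41l2 and Mcm4 among the lower.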

A negative log fold change value indicated the gene was up-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples. Genes with a positive value were down-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples.

**Table S4. The ten most significant differentially expressed X chromosome genes between *Dnmt3L* wildtype and heterozygous spermatocytes.***

| **Illumina Probe Id** | **Symbol** | **logFC** | **AveExpr** | **t** | **P.Value** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- |
| ILMN_2438267 | Tsga8 | -0.429 | 12.654 | -3.487 | 0.007 | 0.046 |
| ILMN_1225230 | Sybl1 | -0.179 | 6.841 | -2.944 | 0.017 | 0.090 |
| ILMN_1230457 | Mic2l1 | 0.175 | 6.872 | 2.769 | 0.022 | 0.115 |
| ILMN_1239385 | D330023I21Rik | -0.177 | 7.222 | -2.693 | 0.025 | 0.126 |
| ILMN_1238634 | 4933402E13Rik | 0.254 | 7.082 | 2.650 | 0.027 | 0.132 |
| ILMN_2477690 | | -0.173 | 6.958 | -2.627 | 0.028 | 0.135 |
| ILMN_1252122 | LOC382210 | 0.259 | 7.521 | 2.605 | 0.029 | 0.139 |
| ILMN_3163371 | 4930567H17Rik | -0.193 | 6.973 | -2.599 | 0.029 | 0.140 |
| ILMN_1250043 | LOC208414 | 0.164 | 6.913 | 2.499 | 0.034 | 0.158 |
| ILMN_1226793 | Gm1549 | -0.153 | 6.994 | -2.464 | 0.036 | 0.165 |
| ILMN_1233065 | Rbmx | 0.14 | 6.98 | 2.37 | 0.04235 | 0.1855 |
| ILMN_3162365 | A130028J20Rik | -0.129 | 6.97 | -2.34 | 0.04468 | 0.1927 |

* *Illumina Probe Id* is the Illumina gene ID; *Symbol* is the gene symbol; Chromosome is the chromosome location; *logFC* is the estimate of the log2-fold change; *AveExpr* is the average log2-expression for the mRNA over all arrays and channels; *t* is the moderated t-statistic; *P.Value* is the raw p-value; and *FDR* is the adjusted p-value or q-value, a conservative estimate of the false discovery rate when controlled globally across all contrasts. A negative log fold change value indicated the gene was up-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples. Genes with a positive value were down-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples.

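Table S4 lists X chromosome probes of spermatocytes with the columns of the other tables, at the false discovery rate of the separate X chromosome analysis. Its 12 rows were each matched to 1 probe by value, to within the rounding of the table, which prints fewer decimals, and 8 of these probes passed here. The remaining 4 are listed as LOC208414, 4933402E13Rik, LOC382210 and Gm1549, and their probes are not placed on the X chromosome by the annotation used here. Their log2 fold changes here were -0.16, -0.25, -0.26 and 0.15.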

**Table S5. The most significant differentially expressed X chromosome genes between *Dnmt3L* wildtype and heterozygous spermatids.***

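The copy of Table S5 used here holds 54 rows, whereas the text gives 57 genes, so no overlap was tested on it. In the paper's values, 10 of these rows are higher and 44 lower in heterozygous spermatids. The false discovery rate of the X-linked tables is 0.2, a looser limit than the 0.05 of Tables S2 and S3, and the fold changes listed do not depend on that limit.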

* *Illumina Probe Id* is the Illumina gene ID; *Symbol* is the gene symbol; Chromosome is the chromosome location; *logFC* is the estimate of the log2-fold change; *AveExpr* is the average log2-expression for the mRNA over all arrays and channels; *t* is the moderated t-statistic; *P.Value* is the raw p-value; and *FDR* is the adjusted p-value or q-value, a conservative estimate of the false discovery rate when controlled globally across all contrasts. A negative log fold change value indicated the gene was up-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples. Genes with a positive value were down-regulated in the *Dnmt3L* heterozygous samples relative to wildtype samples.

Table S6. Details of primers used in QPCR experiments.

| **primer name** | **gene target** | **sequence: 5’ – 3’** |
| --- | --- | --- |
| Bactin-R | Bactin, control | GGGGTGTTGAAGGTCTCAAA |
| Tsga8-F | Tsga8, X-linked spermatocyte | CCTGGTGACGAACCAGACTT |
| Tsga-R | Tsga8, X-linked spermatocyte | GCTTCACCTCCTGAGAATCG |
| H17-F | H17Rik, X-linked spermatocyte | GGGCCTCTGAGACCACATAA |
| H17-R | H17Rik, X-linked spermatocyte | CGCTCATACCCAGGTACGTC |
| Sybl-F | Sybl1, X-linked spermatocyte | TTTTGGCTGCACAACTGAAG |
| Sybl-R | Sybl1, X-linked spermatocyte | GCAATTCCAACCTTTCTCCA |
| LOC-F | LOC208414, X-linked spermatocyte | GAACGGCATAACCCAACAGT |
| LOC-R | LOC208414, X-linked  spermatocyte | CGTCTGCCTCTTCCAAAGTC |
| Cd9912-F | Cd9912, X-linked spermatocyte | GTCCAGGTCTGAGGATCCAA |
| Cd9912-R | Cd9912, X-linked spermatocyte | TGCAAGTGATGCCTTCTTTG |
| E13-F | E13Rik, X-linked spermatocyte | CTTCCAGAATCCAACGGAAA |
| E13-R | E13Rik, X-linked spermatocyte | TCGTCTTCCTTCTCGACGTT |
| Xrn1-F | Xrn1, autosomal spermatocyte and spermatid | GGCGTGAGTGGATACCTTGT |
| Xrn1-R | Xrn1, autosomal spermatocyte and spermatid | AGCCAGGGACTTCCTCATTT |
| DNAjc-F | DNAjc5b, autosomal spermatocyte | CACACAATCCTCACCGACAC |
| DNAjc-R | DNAjc5b, autosomal spermatocyte | ATGATGAACAGGGTCCTTGC |
| Spag-F | Spag4, autosomal spermatocyte | CCTACTTCTGGAACCGCTTG |
| Spag-R | Spag4, autosomal spermatocyte | CCTGGCCTTTATCACCTTCA |
| Ddx-F | Ddx50, autosomal spermatocyte | TGGGTCTGAAGGGAGAGCTA |
| Ddx-R | Ddx50, autosomal spermatocyte | TCTCCATGCAAACACTGAGC |
| Fech-F | Fech, autosomal spermatocyte | GCGAGGTGGTCATTCTGTTT |
| Fech-R | Fech, autosomal spermatocyte | ACTGGACCAACCTTGGACTG |
| Ddost-F | Ddost, autosomal spermatocyte | AACTAGCTGTGGCCCTCTCA |
| Ddost-R | Ddost, autosomal spermatocyte | TGGAAGATTTTGGAGGCAAC |
| Aire-F | Aire, autosomal spermatocyte and spermatid | GGGACGACTCTGCTAGTCAC |
| Aire-R | Aire, autosomal spermatocyte and spermatid | CATCCTGCAGTGGGCCATCC |
| Bcl-F | Bcl2l1, autosomal spermatid | TTCGGGATGGAGTAAACTGG |
| Bcl-R | Bcl2l1, autosomal spermatid | TGCAATCCGACTCACCAATA |
| Parp-F | Parp1, autosomal spermatid | CACCCTCCAAGAAGAGCAAG |
| Parp-R | Parp1, autosomal spermatid | TGCAGAGTGTTCCAGACCAG |
| Slc-F | Slc11a1, autosomal spermatid | AACATCTGTGCCAACAGCAG |
| Slc-R | Slc11a1, autosomal spermatid | GCATAGGTGCCGGTCATAGT |
| EPB-F | EPB41L2, autosomal spermatid | CCTATTGTAGCCCCTCGTCA |
| EPB-R | EPB41L2, autosomal spermatid | TCTTCATCAAGGAGGGATGG |
| Mcm-F | Mcm4, autosomal spermatid | GACCCTCGTACTGGCATTGT |
| Mcm-R | Mcm4, autosomal spermatid | GTGTCAGACTGTCCCCGAAT |
| Dnmt3L5-F | Dnmt3L-5 | GAACCGACGGAGCATTGAAG |
| Dnmt3L5-R | Dnmt3L-5 | CGGCACCCCTTGTTTGAGGGA |
| 3Lmid-F | Dnmt3L-mid | TCTCACGGAGTGGACTGCT |
| 3Lmid-R | Dnmt3L-mid | ACTGGCTGTCTCTTCCATGC |
| Dnmt3L3-F | Dnmt3L-3 | AGTATCTGCAAGCCCAAGTC |
| Dnmt3L3-R | Dnmt3L-3 | TGGTGAAGAACTGCCTTCTC |

How the deposited data were processed for this re-analysis (not part of the article)

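RNA of spermatocytes and round spermatids, purified by elutriation from wild type and *Dnmt3L* heterozygous mice with 10 mice to a preparation, was measured on 11 arrays in 4 groups. The labels name the preparations of a group as separate replicates. Condition and replicate were taken from the labels and the paper, and the third heterozygous spermatocyte preparation that the paper gives is not analysed here.

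The authors exported bead signals with BeadStudio and normalised them with lumi, versions not given in the sources used here. By the methods, the authors subtracted the mean of the negative control beads, applied a variance-stabilising transformation, and quantile normalised the deposited log2 values. The sorted columns differed from each other by at most 0.00873, as quantile normalisation leaves them. A second deposited table of bead signals and detection p-values has 22 columns whose names match no sample and were not used, so 3 alternatives that start from it were not run. The arrays give no count of molecules, and their number sets the precision. The median SD of a probe within a group was 0.097 in wild type spermatocytes, 0.063 in heterozygous spermatocytes, 0.099 in wild type spermatids and 0.13 in heterozygous spermatids.

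Probes were named through the platform table, of whose 46643 probes 32794 have 1 symbol, 55 several and 13794 none. Of the single symbols 32722 were found in a gene table of the assembly GRCm38.p6, which also gave the chromosome, and 72 kept the platform's symbol. No gene was named from a probe with several symbols, and no coordinates are given. The 40% of probes with the lowest mean over all arrays were left out.

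All tests used limma 3.58.1 in R 4.3.3, with statmod 1.5.0 installed, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. A mean for each group was fitted over all 11 arrays, so the groups share an estimate of the spread with 7 residual degrees of freedom and 1.89 prior degrees of freedom. Benjamini-Hochberg adjustment ran over all probes and 4 contrasts together at 0.05, as in the paper's methods, and for the X-linked refit over X-linked probes and 4 contrasts at 0.2. The interaction of genotype and cell type was adjusted by itself. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, on the probe of each gene with the highest mean, with adjustment over the lists of a contrast. With fry no list passed between the genotypes, the smallest adjusted p being 0.986 in spermatocytes and 0.977 in spermatids. Trends of X-linked probes with mean expression over all arrays were set against 10000 autosomal lists matched among the 50 nearest probes on each side.

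The text names, for each genotype contrast, the 10 named genes with the largest increase and the 10 with the largest decrease among called probes whose arrays do not overlap, every gene named in the paper's text or Fig. 3, all probes of Dnmt3l and Aire, the 5 largest increases and decreases between the wild type fractions, the 5 X-linked probes with the smallest p in each contrast, the 5 smallest p of the interaction, and up to 4 called or 2 uncalled members of a list. The paper's values for genes in its tables had been seen. Lists of DNA replication, dissociation stress, mitochondrially encoded transcripts and AIRE-dependent genes were written after reading the tables, and their counts are not independent evidence. In the genotype contrasts the mean, the median and the direction of camera differed in sign for DNA methylation, peritubular, spermatogonium and mitochondrial genes and Dnmt3l neighbours in spermatocytes, and for round spermatid, sperm chromatin, meiotic sex chromosome inactivation, DNA methylation and Y-linked genes and Dnmt3l neighbours in spermatids, all of them not called.

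The probe tests, camera and the X-linked steps were tested on simulated data in which probes vary independently. In 20 simulated sets, limma called 91.7% of probes given a log2 change of 1 in spermatocytes and 93.7% in spermatids, and 99.3% and 99.4% of those given 2. Camera called an X-linked shift of -0.1 put into spermatids in 20 of 20, and fry in 20 of 20, with 4 of 20 called by fry where no effect was put in. The X-linked refit called 98.7% of probes given a log2 change of 1 in spermatids. A trend of X-linked changes with expression, put into spermatocytes with a slope of 0.1 per SD of rank, was called in 20 of 20 sets against fewer matched lists than were used on the arrays, as were the most expressed probes, and without it 1 and 2 of 20 were called. The alternatives were no filter or a filter of 60%, adjustment within each contrast, only the groups compared in the fit, trend and robust priors, array weights, replicate blocks, gene means, X-linked p-values from the whole fit, an estimated correlation, and leaving out each array.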

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

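Chosen only after the results were seen were the simulations without a genotype effect and both tests on spermatid genes in spermatocytes, together with the fits without both spermatid arrays numbered 2 and with the somatic marker score. The genotype effect differed between the cell types for 3 lists and for X-linked probes as a whole. The effect in spermatids minus that in spermatocytes was -0.318 for the round spermatid list (camera adjusted p = 2.22e-06), -0.181 for X-linked genes expressed in spermatids or meiotic cells (0.00576) and -0.172 for ribosomal proteins (0.000111), each with an adjusted p of 0.800 with an estimated correlation. For X-linked against autosomal probes it was -0.0816 (camera p = 0.000428, and 0.296 with an estimated correlation). Without heterozygous spermatid array 2 the round spermatid value was -0.173 (adjusted p = 0.0765) and the X-linked list -0.0731 (0.311). Without wild type spermatocyte array 2 the X-linked list was -0.116 and ribosomal proteins -0.0927 (0.167 each), without wild type spermatid array 1 the X-linked list was -0.110 (0.135), and without heterozygous spermatocyte array 2 ribosomal proteins were -0.0974 (0.153). The paper does not report markers of other cells, of which 3 lists were higher in the wild type spermatid fraction, with means of 1.13 for peritubular cells, 1.60 for macrophages and blood and 0.309 for spermatogonia (camera adjusted p = 0.0385 for the last), each with an adjusted p of 0.651 with an estimated correlation. The spermatogonium list did not pass without wild type spermatid array 1 (adjusted p = 0.0556), wild type spermatid array 3 (0.0856) or heterozygous spermatid array 2 (0.0732). Probes without a symbol were also higher in heterozygous cells, probe 102260070 by 0.531 and 0.236 and probe 106020017 by 2.05 and 1.41 in spermatocytes and spermatids.

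The number of probes called between the genotypes was set against 100 simulated data sets that kept the cell type differences and had no genotype effect. They gave a median of 217 calls in spermatocytes (178 to 250) and 219.5 in spermatids (187 to 263), where the arrays gave 52 in spermatocytes and 75 higher and 48 lower in spermatids. In these simulations probes vary independently and each has 1 spread in all groups. There a false discovery rate shared with the many cell type differences gave more calls by itself than the arrays held. At an unadjusted p under 0.05 from limma the simulations had medians of 1402 and 1394.5 probes in spermatocytes and spermatids, against 816 and 1448 on the arrays. The simulated spermatocytes thus differ from the arrays, so how many calls there come from the shared rate cannot be said. Adjusted within the contrast the simulations had a median of 0. Of the 10 splits of the 6 spermatid arrays 7, the real one included, called at least as many probes as the real one. The real split had 75 higher and 48 lower, and the others called from 5 to 1047. So few splits cannot give a share under 0.1. The splits with both arrays numbered 2 in the same group called 1028, 917, 476 and 1047 probes. Those that separate these arrays, as the real one does, called from 5 to 424. The splits are thus not alike as a reference for chance. Probe 106020017 passed in spermatocytes under every setting run, adjustment within the contrast among them. Table S2 gives it no symbol and no chromosome match, so which transcript it measures is not known. An effect of genotype on the other probes stays open on these arrays. The paper also measured selected genes of both cell types by QPCR, such as Aire, Xrn1 and Mcm4, and reports that it verified every array change examined.

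Genes of the spermatid stage were higher in heterozygous spermatocytes. Of 507 probes at least 2 log2 units higher in spermatids, 94.9% were higher in heterozygous than in wild type spermatocytes, with a mean of 0.322. Its standard error of 0.0095 is across probes of the same arrays and leaves out the spread between arrays. More spermatid RNA in the heterozygous spermatocyte fraction would give such values. Wild type spermatocyte array 2 had the lowest level of these probes, 8.32 against 8.67 and 8.64 in the other wild type arrays and 8.89 and 8.84 in the heterozygous pair. Without it the mean was 0.211, so that 1 array with little spermatid RNA may account for part of the difference and cannot be told apart from the rest with so few arrays. Earlier transcription of spermatid genes in heterozygous spermatocytes predicts the same values and was not tested.

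X-linked probes were lower in heterozygous spermatids by camera with the preset correlation, but did not pass with an estimated correlation (camera p = 0.191) or by fry (p = 0.297). With the somatic marker score as a covariate the shift was -0.0599 (66.3% of its size, at a camera p of 0.000165), which lies between the bounds set for and against somatic RNA in the spermatid fraction, so that cannot be told apart from an effect of genotype. The score was 0.383 ± 0.465 (SD) in wild type and 0.206 ± 0.236 in heterozygous spermatids. Spermatocyte RNA in the heterozygous spermatid fraction could not be tested as planned, since 0 X-linked probes were at least 1 log2 unit lower in spermatids than in spermatocytes, and it stays open: array 2 of each genotype lay nearest the spermatocytes, at 23.8 and 14.4 on the first principal component against 54.9 to 70.8 for the other spermatid arrays, with 10.78 and 10.55 against 11.11 to 11.37 over the 507 probes of the spermatid stage, and without both the shift was -0.122. Of the 10 splits of the spermatid arrays 6 called as many X-linked probes (51 for the real split, 113 for the highest other) and 4 gave as large a shift (0.0903 and 0.158), and the splits are too few for a share under 0.05.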

How the results depend on the processing

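Chosen only after the data were seen were the fits without both spermatid arrays numbered 2 and with the somatic marker score as a covariate; for every change the cause was not tested, except that fewer probes or arrays are tested where some are left out. With no filter X-linked calls in spermatocytes were 20. With the lowest 60% of probes left out, spermatocyte calls were 30, X-linked calls 2 in spermatocytes and 29 in spermatids, calls in both cell types 2, lists called in spermatids 4, rho of the X-linked trend 0.144 and the mean of its most expressed probes 0.0609. With adjustment within each contrast, calls were 1 and 0, X-linked calls 0 and 0 and calls in both 0 (limma; unadjusted counts stand at the claims). With only the groups compared, calls were 117 in spermatocytes, 24 in spermatids and 2222 between the heterozygous fractions, X-linked calls 25 and 18, calls in both 1, lists 1 in spermatids, 8 between the heterozygous fractions and 3 over both genotype contrasts, and Dnmt3l in spermatocytes 0.56 (adjusted p = 0.0172). Trend and robust priors gave 98 spermatocyte calls. Array weights gave 373, 1281, 13406 and 8144 calls in the 4 contrasts, X-linked calls of 90 and 118 and 29 in both. The replicate block gave 110 spermatocyte calls, rho 0.0764, most expressed 0.0641 and 5 interaction lists; the numbers do not pair the arrays, as deviations of same-numbered arrays correlated from -0.256 to 0.329 across probes in 10 pairs, 3 over 0.1, with 4 correlating best with their own number. Gene means gave 60 spermatid calls, 4787 and 3291 between the fractions and 2 in both. With an estimated correlation the X-linked shift in spermatids was -0.0903 (p = 0.191) and 0 lists passed camera in any contrast. Without both spermatid arrays numbered 2, calls were 196, 1512 and 7870 between the heterozygous fractions, X-linked 25 and 156, both 33, lists 8 in spermatids, 8 in the interaction and 11 over both, and Dnmt3l in spermatocytes 0.56 (adjusted p = 0.0105). With the somatic score calls were 5, 8, 857 and 572, both 1, spermatid lists 1 and most expressed 0.0282. Dnmt3l between the wild type fractions was then 2.30 (adjusted p = 0.0508 from limma). Sertoli markers between the wild type fractions turned to -0.62 and Leydig markers between the heterozygous fractions to -0.61. The score differs between the cell types, so that fit cannot separate cell type from somatic RNA. Leaving out 1 array gave 12 to 134 spermatocyte calls, 24 to 1340 spermatid calls, 4241 to 9128 and 1655 to 7507 between the fractions, 0 in the interaction, X-linked calls of 4 to 16 and 14 to 1.2e+02 (3 higher and 120 lower), X-linked shifts of -0.0234 to 0.0190 and -0.160 to -0.0362, rho of -0.152 to 0.155 and most expressed -0.0393 to 0.0885 in spermatocytes, rho of -0.535 to 0.0287 and most expressed -0.360 to -0.0691 in spermatids, Dnmt3l 0.49 to 0.64, -0.40 to 0.19 and 2.30 to 2.65, and 1 to 21 in both. Lists called ran from 1 to 4, 1 to 8, 4 to 7, 3 to 7 and 1 to 5 over the contrasts and 2 to 11 over both genotype contrasts. The Sertoli interaction, which was called in neither direction, ran from -0.30 to 0.30, passing at 0.28 without wild type spermatocyte array 3 and at 0.30 without heterozygous spermatid array 1. Of the other values, the numbers that stayed, lost a call and gained one were 209, 24 and 3 with no filter, 196, 11 and 3 with 60% left out, 80, 50 and 1 within each contrast, 168, 37 and 3 with only the groups compared, 210, 18 and 8 with trend and robust priors, 223, 3 and 10 with array weights, 210, 22 and 4 with the block, 87, 18 and 0 with an estimated correlation, 210, 9 and 17 without both spermatid arrays numbered 2 and 175, 58 and 1 with the somatic score. Of 51 calls of the probes and genes named here, 1, that of probe 106020017 without a gene symbol in spermatocytes, passed under every setting, and 45 were lost without at least 1 array. Values that passed under neither setting are not counted as turned when only their sign differs. The alternatives from bead signals were not run, and signal over background was not used.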

Differences from the paper's values

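Nothing in this part was tested only after the result was seen, apart from the fits named so in it. No value that the paper gives for a measure computed here lay beyond the error and 1.5 times the other. The paper's 27994 probes kept stand beside 27986 here, its 855 X-linked probes beside 584 and its 57 X-linked genes in spermatids beside 51 probes of 48 genes, all at the paper's thresholds.

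The paper states that all X-linked genes called in spermatids were lower in heterozygous males. Of the 51 probes called here 43 were lower and 8 higher, and of the 54 rows in the copy of Table S5 used here 44 are lower and 10 higher in the paper's values. Without heterozygous spermatid array 3, 25 were lower and 0 higher by limma, and without heterozygous spermatid array 2, 49 were lower and 41 higher.

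The paper states that X-linked genes with high expression in spermatocytes tended to be higher in heterozygous males. Here rho across genes was -0.0355 and the most expressed X-linked probes had a mean of 0.0081. Expression was the mean over all arrays, spermatids included, so these values do not test a ranking by expression in spermatocytes. Among alternatives set before the data were examined, the paper's direction was reached past the threshold with the lowest 60% of probes left out (rho 0.144, most expressed probes 0.0609), with the replicate block (0.0764, 0.0641) and without wild type spermatocyte array 1 (0.155, 0.0885). With the somatic score as covariate, chosen after seeing the values, the most expressed probes had 0.0282. Without wild type spermatocyte array 2 the direction was opposite (-0.152, -0.0393).

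Table S2 lists Asph, which had an adjusted p of 0.0500 here and was not called. It was called in 5 of 20 other settings: with trend and robust priors (0.0426), with array weights (0.0114), without heterozygous spermatid array 1 (0.0264) or array 2 (0.0324), and, chosen after seeing the values, without both spermatid arrays numbered 2 (0.0427). Table S4 lists 4 probes that the annotation used here does not place on the X chromosome, and they were not tested among X-linked probes in any setting.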

Other observations

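Chosen only after the results were seen were the tests of the Dnmt3l neighbourhood and of chromosome 10. Between the wild type fractions, genes of the X chromosome expressed in spermatids or meiotic cells rose in spermatids, 21 of 25 being higher and 0 lower by limma (22 higher adjusted over the list alone), with a mean log2 difference of 1.10 (camera adjusted p = 2.01e-10, and adjusted p = 0.651 with an estimated correlation). Of 7 Y-linked genes 2 rose (3 adjusted over the list alone, mean 0.63, adjusted p = 0.178). Among 22 sperm chromatin genes 10 rose and 4 fell (mean 0.79, adjusted p = 0.0662). Pachytene and meiotic genes went both ways: the cohesin subunit Rec8 was 2.92 higher in spermatids (adjusted p = 6.47e-05), while Stag3 had -0.64, the kinase Cdk2 -2.14 and the piRNA protein Piwil2 -1.65. Of 12 piRNA genes 3 fell (mean -0.76, adjusted p = 0.155), and of 42 DNA replication genes 8 rose and 13 fell (mean -0.16, adjusted p = 0.178). The split of the wild type arrays by cell type called 7546 probes and was the largest of 10, 1 split reaching it and the highest other calling 0, and the splits are too few for a share under 0.05.

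Between the genotypes, lists of other cells held few called genes. In spermatocytes the means were -0.11 for Sertoli cells, -0.12 for Leydig cells (12 genes), 0.02 for peritubular cells, -0.02 for endothelium and -0.01 for macrophages and blood, with 0 genes called by limma and 1 at an unadjusted p under 0.05. Of spermatogonium markers the cadherin Cdh1 rose by 0.32 (1 adjusted over the list alone, mean -0.01). In spermatids the means were -0.12 for Sertoli, -0.24 for Leydig, -0.26 for peritubular and for macrophage and blood markers, 0.04 for endothelium and -0.08 for spermatogonium markers. Ribosomal proteins had a mean of -0.06 in heterozygous spermatids and mitochondrially encoded transcripts (7) 0.02 in spermatocytes and -0.34 in spermatids (0.108). X-linked genes expressed in spermatids had a mean of -0.01 in spermatocytes, Y-linked genes 0.05 and -0.01, and stress genes -0.07 in spermatids. Of 5 measured AIRE-dependent genes of thymic epithelium 0 passed limma's test in either cell type (1 and 0 at an unadjusted p under 0.05), with means of 0.09 and 0.07. Between the heterozygous fractions 13 ribosomal protein genes fell and 2 rose in spermatids (mean -0.20, camera adjusted p = 0.0163, and 0.643 with an estimated correlation), and without heterozygous spermatocyte array 2 the mean was -0.13 (0.151). The smallest p of the interaction was that of Ube3b, 0.000431, with a difference of 0.70, followed by probes without a gene symbol, 103520411 with 0.40, 103610162 with 0.51, 1170446 with 0.37 and 100110465 with -0.51, and none of these passed limma's test.

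A hypothesis was that Aire rises in heterozygous spermatocytes together with the whole Dnmt3l neighbourhood. The other 17 probes of 11 neighbouring genes had a mean log2 fold change of 0.0043 (standard error 0.019 across probes) and 0 passed limma's test. For these genes this argues against a joint change of a size near that of Aire. Dnmt3l itself is left out, and the rest of the 15 genes on each side had no probe that was kept. The paper's proposal, that hypomethylation of a promoter shared by Aire and Dnmt3l raised both, was not tested. The list of 12 neighbours with Aire in it had a mean of 0.25 and a median of -0.02 in spermatocytes, 1 gene called both over all probes and over the list alone, and a mean of 0.01 in spermatids.

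Aire read above every wild type array in all 3 heterozygous spermatid arrays, and spermatocyte RNA in the spermatid fraction is a candidate explanation. Aire would need 2.64%, 25.2% and 8.38% of its spermatocyte level, and over 783 probes abundant in heterozygous spermatocytes the lowest twentieth stood at 32.2%, 65.1% and 32.0% of theirs. That level is a mean of arrays that read 10.70 and 8.77. Against the lower one the shares needed would be larger, most of all for heterozygous spermatid array 2, which read 8.45. The values leave room for such RNA and do not show it, and transcription of Aire in spermatids was not tested. By the methods, only fractions above a purity limit in cell counts were used, and which cells made up the rest is not given.

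A segment of another strain on chromosome 10, inherited with the targeted allele, could bring calls of its own, although the paper describes C57BL/6 embryonic stem cells, a targeting fragment without known nucleotide differences from that strain and mice that are essentially of it. Of the 130 called probes that the annotation used here places on a chromosome, 9 lay on chromosome 10, 6.92% against 4.67% of the other tested probes (Fisher's exact test, one-sided, p = 0.157), and so few calls leave it open. Tables S2 and S3 place further called probes on chromosome 10, listed as LOC237296, Btbd2, 9430013L17Rik and LOC383942, which are not in this count.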
